# Prominin‐1‐expressing hepatic progenitor cells induce fibrogenesis in murine cholestatic liver injury

**DOI:** 10.14814/phy2.14508

**Published:** 2020-07-20

**Authors:** Michael Fenlon, Celia Short, Jiabo Xu, Nicolas Malkoff, Elaa Mahdi, Michelle Hough, Alison Glazier, Calvin Lee, Kinji Asahina, Kasper S. Wang

**Keywords:** Biliary atresia, cell lineage tracing, cholangiocyte, cholestasis, liver fibrosis, RNA‐seq

## Abstract

Cholestatic liver injury is associated with intrahepatic biliary fibrosis, which can progress to cirrhosis. Resident hepatic progenitor cells (HPCs) expressing Prominin‐1 (Prom1 or CD133) become activated and participate in the expansion of cholangiocytes known as the ductular reaction. Previously, we demonstrated that in biliary atresia, Prom1(+) HPCs are present within developing fibrosis and that null mutation of *Prom1* significantly abrogates fibrogenesis. Here, we hypothesized that these activated *Prom1*‐expressing HPCs promote fibrogenesis in cholestatic liver injury. Using *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice, we traced the fate of *Prom1*‐expressing HPCs in the growth of the neonatal and adult livers and in biliary fibrosis induced by bile duct ligation (BDL). *Prom1*‐expressing cell lineage labeling with Green Fluorescent Protein (GFP) on postnatal day 1 exhibited an expanded population as well as bipotent differentiation potential toward both hepatocytes and cholangiocytes at postnatal day 35. However, in the adult liver, they lost hepatocyte differentiation potential. Upon cholestatic liver injury, adult *Prom1*‐expressing HPCs gave rise to both PROM1(+) and PROM1(‐) cholangiocytes contributing to ductular reaction without hepatocyte or myofibroblast differentiation. RNA‐sequencing analysis of GFP(+) *Prom1*‐expressing HPC lineage revealed a persistent cholangiocyte phenotype and evidence of Transforming Growth Factor‐β pathway activation. When *Prom1*‐expressing cells were ablated with induced Diphtheria toxin in *Prom1^CreERT‐nLacZ/+^;Rosa26^DTA/+^* mice, we observed a decrease in ductular reactions and biliary fibrosis typically present in BDL as well as decreased expression of numerous fibrogenic gene markers. Our data indicate that *Prom1*‐expressing HPCs promote biliary fibrosis associated with activation of myofibroblasts in cholestatic liver injury.

## 1 INTRODUCTION

Progression of liver fibrosis toward cirrhosis is the final common pathway for cholestatic liver injuries, such as biliary atresia (BA), progressive sclerosing cholangitis (PSC), and primary biliary cirrhosis (PBC) (Fabris, Spirli, Cadamuro, Fiorotto, & Strazzabosco, 2017). Accordingly, understanding liver fibrogenesis is critical for developing clinical interventions. During cholestatic liver injury, caused by impaired bile drainage from the liver, there is concurrent development of ductular reactions and adjacent periportal fibrosis. During initial stages of cholestasis, cholangiocytes actively undergo a limited number of rounds of mitosis to comprise the new cholangiocytes of evolving ductular reactions (Jors et al., 2015; Kamimoto et al., 2016; Rodrigo‐Torres et al., 2014). Cell lineage tracing studies indicate that hepatic progenitor cells (HPCs) residing in or adjacent to bile ductules within portal triads contribute the majority of newly differentiated cholangiocytes to ductular reactions (Miyajima, Tanaka, & Itoh, 2014; Sato et al., 2019). There is evidence that HPCs may also give rise to a small number of hepatocytes during cholestatic liver injury (Espanol‐Suner et al., 2012; Jors et al., 2015; Rodrigo‐Torres et al., 2014; Tarlow, Finegold, & Grompe, 2014).

HPCs reside in close proximity to portal fibroblasts, present within portal triads. Portal fibroblasts express Thymus cell antigen‐1 (Thy1) and Vimentin (Vim) and are distinct from hepatic stellate cells (HSCs) in that they do not store vitamin A lipids (Iwaisako et al., 2014; Katsumata, Miyajima, & Itoh, 2017; Lua, James, Wang, Wang, & Asahina, 2014; Lua et al., 2016; Wells, 2014). During early cholestatic injury, activated portal fibroblasts comprise the majority of myofibroblasts responsible for production of type I Collagen (Iwaisako et al., 2014). Associated with these myofibroblasts are HPCs and ductular reactions, which promote liver fibrosis in part via the conversion of latent pro‐fibrogenic Transforming Growth Factor‐β (TGF‐β) through cholangiocyte expression of Integrins, a large family of transmembrane heterodimers (Iwaisako et al., 2014; Peng et al., 2016).

We previously reported that expression of stem/progenitor cell marker *Prominin‐1* (*Prom1*), or CD133, by HPCs is upregulated in BA in regions of evolving intrahepatic biliary fibrosis (Mavila et al., 2014; Nguyen et al., 2017). Cell lineage tracing studies revealed that *Prom1*‐expressing HPCs contribute to hepatocytes in neonatal liver growth and to ductular reactions during liver injury (Zhu et al., 2016). Null mutation of *Prom1* leads to decreased ductular reaction and fibrosis in the neonatal murine model of BA. In infants with BA, there is a strong correlation between *PROM1* and genes associated with biliary fibrosis, such as biliary marker *KERATIN‐19* (*KRT19*) and Type I *COLLAGEN α1* (COL1A1) expression (Zagory et al., 2019). In this study, we hypothesize that the differentiation of *Prom1*‐expressing HPCs during cholestasis into a terminally differentiated cholangiocytes of ductular reactions is integral to the development of fibrosis. Herein, using transgenic mice for lineage tracing, transcriptomic, and loss‐of‐function analyses, we provide further evidence that PROM1 is integral to liver fibrogenesis during cholestatic liver injury.

## 2 MATERIALS AND METHODS

### 2.1 Animal experiments

*Prom1^CreERT2‐nLacZ^* knock‐in mice in C57BL/6N background were obtained from Dr. Richard Gilbertson (Zhu et al., 2016). *Rosa26‐stop‐enhanced green fluorescence protein* (*Rosa26^Lsl‐GFP^*, 006,148) and *Rosa26‐stop‐diphtheria toxin A* (*Rosa26^DTA^*, 009,669) mice in the C57BL/6J background were obtained from the Jackson laboratory (Bar Harbor, ME) (Srinivas et al., 2001; Wu, Wu, & Capecchi, 2006). For lineage tracing experiments, we generated *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice, heterozygous for each transgene, and injected tamoxifen (Sigma, St. Louis, MO, 200 µg/g body weight) intraperitoneally in neonatal mice on postnatal day (P) 1 and in 6‐week‐old adult mice (Zhu et al., 2016). Genotypes were confirmed by PCR prior to each experiment. To deplete *Prom1*‐expressing HPCs, we generated *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice and treated them with tamoxifen as above. Bile duct ligation (BDL) was performed by double ligation of the common bile duct with 3% isoflurane anesthesia under sterile conditions. Included were both male and female mice. Mice were given *ad libitum* chow, kept in clean conditions, with 12‐hr light and dark cycles. Prior to collection of tissue, mice were euthanized via CO_2_ asphyxiation followed by performing cervical dislocation. All animal experiments were conducted under a protocol approved by the Children's Hospital Los Angeles Institutional Animal Care and Use Committee.

### 2.2 LacZ, Sirius red, and immunofluorescence imaging

After mice were euthanized, livers were flushed with 1X phosphate‐buffered saline (PBS) via cardiac cannulation until the effluent from right ventriculotomies was clear. Livers were collected and fixed overnight with 4% paraformaldehyde in PBS (Wako Chemicals, Richmond, VA). Livers were then incubated with 30% sucrose in PBS overnight, and embedded in Tissue Tek O.C.T. compound (Sakura Fineteck, Torrance, CA) prior to −80°C freezer storage. Cryosections (10 µm) were used for LacZ staining as previously described (Berg et al., 2007) and immunofluorescence staining. Paraffin sections (5 µm) were used for Sirius red staining. LacZ, Sirius Red, and immunofluorescence staining were performed as previously described (Zagory et al., 2019). After LacZ staining, the sections were counterstained with hematoxylin. Primary antibodies used for immunofluorescence staining were KRT19 (100‐fold dilution, Dr. Joshua Friedman, University of Pennsylvania) and THY1 (100‐fold dilution, BD Pharmingen). Anti‐rabbit or rat secondary antibodies conjugated with Cy3 or FITC (200‐fold dilution, Jackson ImmunoResearch Labs) were used for detection of the primary antibodies. Nuclei were counterstained with DAPI. Images were acquired with a Leica DM5500B microscope and were processed with the Leica Suite Advanced Fluorescence 6,000 software (Leica Microsystems, Wetzlar, Germany). ImageJ (National Institutes of Health, Bethesda, MD) software was used to quantify cell positivity for LacZ and immunofluorescence staining. Cell counts were obtained from all animals in each condition (*n* = 5–8), three sections from each animal and five to eight images/animal were analyzed. Images were randomly selected and were excluded if did not capture periportal area for analysis.

### 2.3 Determination of Fibrosis

Sirius Red staining was quantified densitometrically using ImageJ software to determine the extent of fibrosis by calculating collagen proportionate area (CPA) (Zagory et al., 2019). CPA analysis was completed by an independent histology reviewer blinded to sample conditions(*N* = 4–6 animals in each condition, three sections per animal with four to eight images/animal analyzed). Our area of interest was evaluation of the periportal region; thus, after random selection of high‐powered frames, selections were excluded if they did not capture the periportal area.

### 2.4 Serum Bilirubin

Whole mouse blood was obtained via direct cardiac puncture at time of euthanasia. Serum was separated from whole blood using BD microtainer tubes with Lithium Heparin (BD Bioscience, San Diego, CA). Total serum bilirubin was determined using Total Bilirubin Reagent Set and a Bilirubin Calibrator Set was used for standardization (Pointe Scientific, Canton, MI).

### 2.5 Three‐dimensional liver imaging

Confocal microscopy was used for deep tissue imaging. After mice were euthanized, livers were flushed with 1X PBS via cardiac cannulation. Liver lobes were then collected and fixed overnight with 4% paraformaldehyde in PBS. Livers were then incubated with 30% sucrose in PBS overnight, and embedded in Tissue Tek O.C.T. compound prior to −80°C freezer storage. Fixed frozen lobes in OCT were placed in 1X PBS for 5 min twice at room temperature. Optical tissue clearing was accomplished with a modified version (UB1) of a urea‐based amino‐sugar mixture, known as UbasM, comprised of 25% Meglumine, 25% Urea, 20% 1,3‐Dimethyl‐2‐imidazolidinone, 0.2% Triton‐X100, and 29.8% water (Chen et al., 2017). Whole lobes were placed in 20 ml UB1 at 37°C with continuous rocking for 24 hr. After optical clearing, GFP fluorescence signals from samples were imaged on a Zeiss LSM 710 instrument. Z‐stacks were rendered and analyzed using Vision 4D image processing software (Arivis®, Munich, Germany).

### 2.6 Fluorescence‐activated cell sorting (FACS).

To analyze expression of GFP and PROM1, we minced the liver tissue and digested with PBS containing 0.1% collagenase (Sigma), 0.1% pronase (Sigma), and 0.01% DNase (Sigma) for 45 min at 37°C. After addition of FBS (10% final concentration), the dissociated cells were strained through a 70‐µm pore filter and red blood cells were removed with RBC lysis buffer (BD, Franklin Lakes, NJ). The resultant cells then underwent serial centrifugation to enrich the nonparenchymal fraction (Rountree, Ding, He, & Stiles, 2009). Cells were incubated with antibodies against PROM1 conjugated with PE (ThermoFisher Scientific, Waltham, MA) and propidium iodide and were analyzed by FACS Aria I (BD) at the CHLA FACS Core. After exclusion of dead cells stained with propidium iodide, expression of PROM1 and GFP was analyzed. Negative gating was set with simultaneously digested wild type livers. For RNA‐seq analysis, we sorted 1x10^5^ GFP(+) cells directly into Trizol solution (ThermoFisher Scientific).

### 2.7 RNA‐seq Analysis

Total RNA was purified using Trizol solution. RNA was further purified with silica bead Microprep columns (Qiagen, Germantown, MD). RNA quality was analyzed with an RNA Bioanalyzer (Agilent, Santa Clara, CA). Libraries were prepared with a Truseq mRNA library prep and sequencing was performed on an Illumina Nextseq Mid‐Output flow cell (Illumina, San Diego, CA) at the CHLA sequencing core. Sequencing analysis was performed with Partek Flow Genomic Analysis software (St. Louis, MO). Raw reads were trimmed for a minimum quality read of 20, with a minimum l of 25 bp. Reads were aligned and quantified using the Star aligner 2.5.3a (Mm10 GENCODE, release M18). Normalization was performed with the upper quartile method, with at least 10 reads. Pathway analysis of RNA sequencing was carried out with IPA. Enriched gene cutoff included those genes with a fold change > 1.5 and *p*‐value < .05.

### 2.8 Quantitative PCR

After snap freezing whole livers, total RNA was isolated using silica column‐based methods (Qiagen). cDNA were created with iScript reverse transcriptase (Bio‐Rad, Hercules, CA). Intron spanning, gene‐specific primers in conjunction with a universal hydrolysis probe library #1‐165 (Roche, San Diego, CA) were used for quantitative PCR analysis on the LightCycler 480 system (RocheProbe number and primer sequences are *Acta2* (probe #9, 5’‐TGA CGC TGA AGT ATC CGA TAG A‐3’ and 5’‐CGA AGC TCG TTA TAG AAA GAG TGG‐3’), *Col1α1* (probe #19, 5’‐ACC TAA GGG TAC CGC TGG A‐3’ and 5’‐TCC AGC TTC TCC ATC TTT GC‐3’), *Krt19* (probe #63, 5’‐CCT CAG GGC AGT AAT TTC CTC‐3’ and 5’‐TGA CCT GGA GAT GCA GAT TG‐3’), *Itgβ6* (probe #31, 5’‐TCT AAG GCC AAG TGG CAA AC‐3’ and 5’‐TGC TTC TCC CTG TGC TTG TA‐3’), *Prom1* (probe #32, 5’‐CTG CGA TAG CAT CAG ACC AA‐3’ and 5’‐TAT CCA CTG ATG GGA GCT GA‐3’), *Thy1* (probe #79, 5’‐GAA AAC TGC GGG CTT CAG‐3’ and 5’‐CCA AGA GTT CCG ACT TGG AT‐3’), *Vim* (probe #79, 5’‐TGC GCC AGC AGT ATG AAA‐3’ and 5’‐GCC TCA GAG AGG TCA GCA AA‐3’), and *Gapdh* (probe #80, 5’‐TGT CCG TCG TGG ATC TGA C‐3’ and 5’‐CCT GCT TCA CCA CCT TCT TG‐3’). The ΔΔCt method was used to calculate relative gene expression using *Gapdh* as the housekeeping gene.

### 2.9 Statistical Analysis

Statistics were performed with Graphpad Prism Version 6.05 (San Diego, CA). Analysis of variance with post hoc Tukey, and Mann‐Whitney tests were performed where appropriate. A *p* < .05 was considered statistically significant.

## 3 RESULTS

### 3.1 Bi‐lineage differentiation potential of Prom1‐expressing HPCs in neonatal livers

To characterize cells expressing *Prom1* and trace their fate in the liver growth, we generated *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice, heterozygous for each transgene, where *Prom1*‐expressing cells express *CreERT2* and n*LacZ* (Figure 1a) (Zhu et al., 2016). Following tamoxifen injection to mice, *Prom1*‐expressing cells irreversibly express GFP. Using this mouse line, we expect to detect *Prom1*‐expressing cells as LacZ(+) cells and the progeny of *Prom1*‐expressing cells as GFP(+) cells with or without LacZ expression in the liver. To examine the fate of *Prom1*‐expressing HPCs in liver growth, we injected tamoxifen into neonatal mice on postnatal day (P) 1 and analyzed the liver on P8 and P35 (Figure 1a). We also injected tamoxifen into 6‐week‐old adult mice and analyzed the liver 7 and 60 days later. There were no mortalities prior to expected experimental endpoints. In both neonatal and adult livers, LacZ was expressed in equal number and exclusively located in a subset of cholangiocytes adjacent to the portal vein (Figure 1b). There was no LacZ expression detected outside of the periportal area or in hepatocytes. After tamoxifen injection at P1, neonatal livers at P8 showed the GFP expression only in KERATIN‐19 (KRT19)(+) cholangiocytes (Figure 1c). By P35, the GFP expression was observed in both KRT19(+) cholangiocytes and a few KRT19(‐) bi‐nucleated hepatocytes in the neonatal liver outside of the periportal area (Figure 1c). In contrast in the adult liver, tamoxifen‐labeled GFP(+) cells remained constant in number and within the bile ducts; there were no detectable GFP(+) hepatocytes by 60 days after treatment (Figure 1c). In both neonatal and adult livers at seven days post‐injection, LacZ staining and GFP expression were similar in number and location (Figure 1b,c), indicating *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* effectively drives recombination in this model. We confirmed no leakiness of the GFP reporter in the liver without tamoxifen treatment (data not shown). Our data indicate that *Prom1*‐expressing HPCs in the neonatal liver possess baseline generative capacity of bi‐lineage differentiation toward biliary epithelial cells and hepatocytes during the growth of the neonatal liver; in contrast, in the adult, the generative capacity of *Prom1*‐expressing HPCs is decreased. Given that Zhu *et al*. observed near complete GFP positivity in hepatocytes by P180 after P1 injection (Zhu et al., 2016), it is clear that *Prom1*‐expressing HPC generative capacity is arrested prior to 6 weeks of age and that further expansion of the GFP(+) hepatocytes subpopulations results from hepatocyte mitoses.

**Figure 1:**
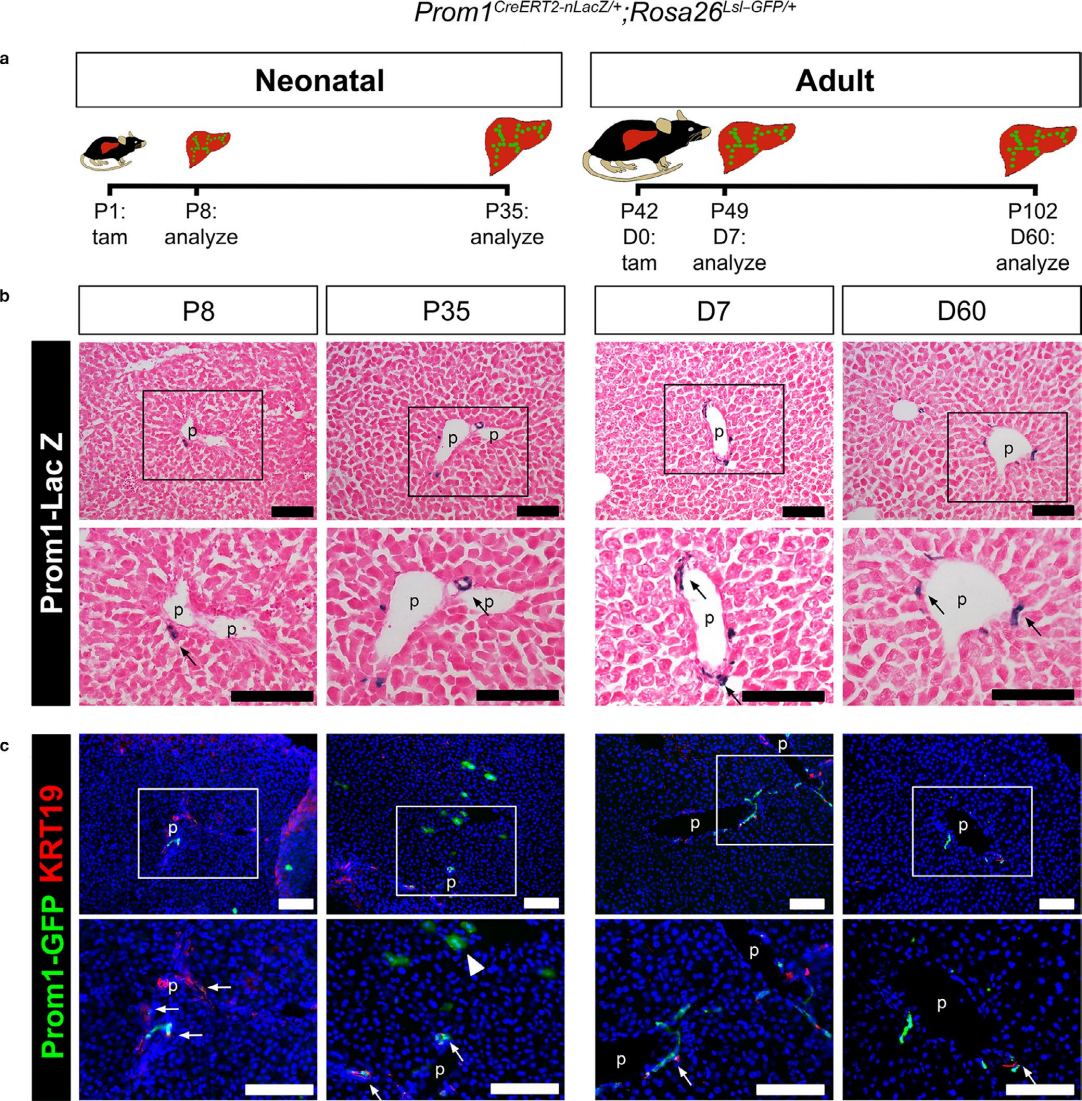
Loss of bi‐lineage differentiation potential of Prom1(+) HPCs in adult mouse liver. (a) Experimental design. In *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice, LacZ is expressed in the nuclei of cells expressing Prom1. Cells expressing Prom1 and their downstream progeny at the time of tamoxifen injection express GFP. Neonatal mice were injected with tamoxifen at P1 and their livers analyzed at P8 and P35 (*n* = 4 for each group, two males and two females). Six‐week old (P42) adult mice were injected with tamoxifen (D0) and their livers analyzed on day 7 and 60 (*n* = 4 for each group, two males and two females) There were no unexpected mortalities prior to experimental endpoints for all animals enrolled in this study. (b) LacZ staining of the neonatal livers (P8 and P35) or adult livers (D7 and D60) after tamoxifen injection. Arrows indicate some of the LacZ(+) cells (blue nuclei) in the bile duct adjacent to the portal vein (p). Sections were counterstained with hematoxylin. (c) Immunofluorescence staining of GFP and KRT19 in neonatal and adult livers after tamoxifen injection. Arrows indicate dual GFP(+) KRT19(+) HPCs in the bile duct. An arrowhead indicates GFP(+) KRT19(‐) hepatocytes in the neonatal liver at P35. Nuclei were counterstained with DAPI. Bar, 100 µm

### 3.2 Prom1‐expressing HPCs possess only cholangiocyte differentiation following cholestatic liver injury.

The intrahepatic biliary system changes their structure dynamically in cholestatic liver injury (Miyajima et al., 2014). To better characterize how *Prom1*‐expressing HPCs contribute to cholestatic liver injury, we labeled *Prom1*‐expressing cells by tamoxifen‐induced GFP in 6‐week‐old adult *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice. Seven days after tamoxifen injection, we performed BDL or sham surgery and traced the fate of *Prom1*‐expressing HPCs in cholestatic liver injury (Figure 2a). Seven days after tamoxifen injection at D0, LacZ and GFP expression was only observed in a subset of periportal cells as expected (Figure 2b,c). The number of LacZ(+) HPCs significantly increased after BDL, but not by sham operation (Figure 2d). Concordantly, GFP(+) cells were significantly increased by BDL (Figure 2e). These GFP + cells remained predominantly within the immediate periportal region and ductular reactions and were localized with or adjacent to KRT19(+) cells (Figure 2c). Double GFP(+) and KRT19(+) cells increased after BDL (Figure 2c,f). As expected, LacZ(+) and GFP(+) HPCs remained in the bile duct in the sham control group at D14.

**Figure 2:**
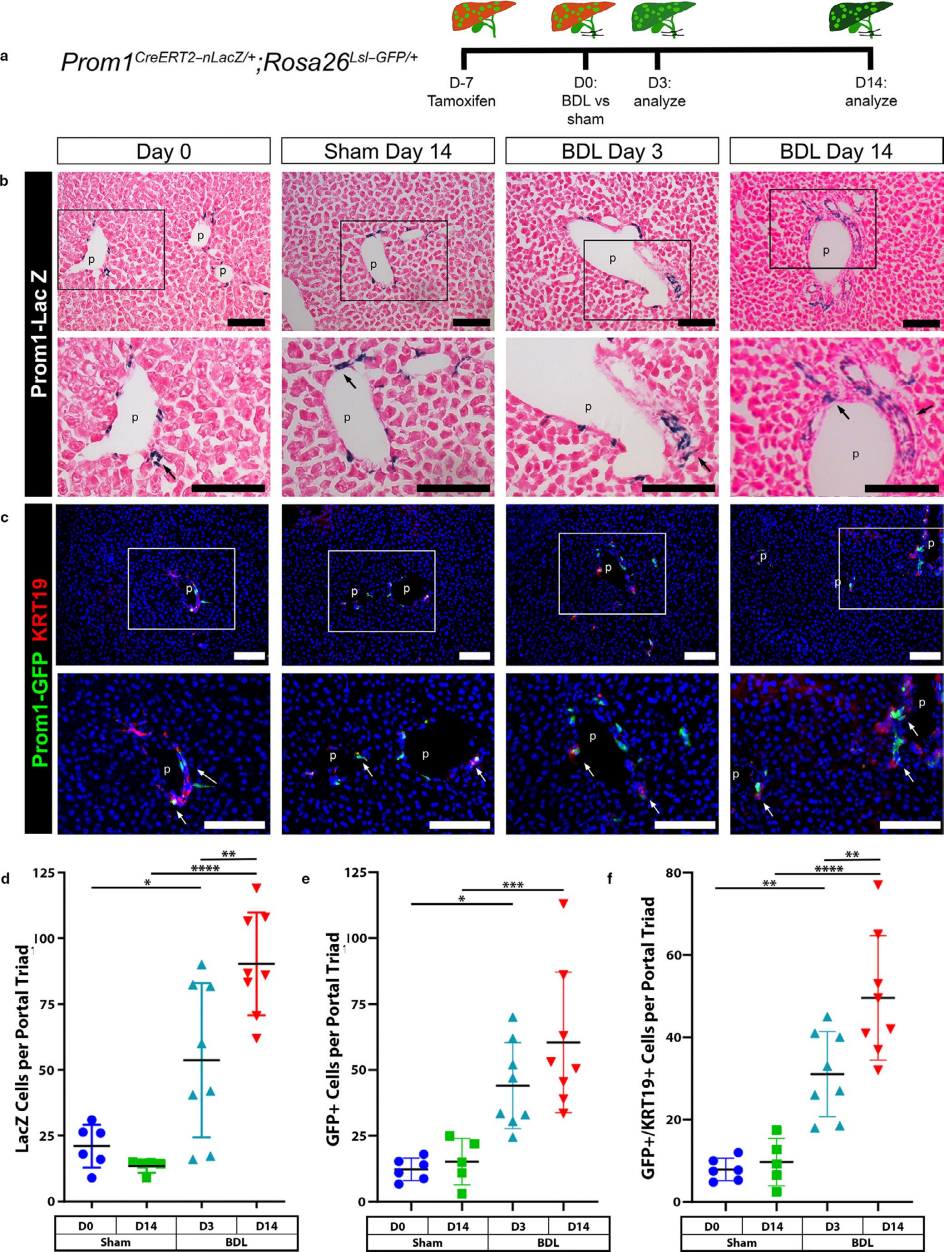
Differentiation of Prom1(+) HPCs to cholangiocytes in BDL‐induced biliary fibrosis. (a) Experimental design. Seven days after tamoxifen injection, 6‐week‐old *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice were subjected to a BDL or sham surgery. The liver tissues were collected from Sham D0 (*n* = 6, three males and three females), Sham D14 (*n* = 5, three males and two females), BDL D3 (*n* = 8, four males and four females), and BDL D14 (*n* = 8, 5 male and 3 female). Eight mice were excluded from analysis after being enrolled in the BDL surgery due to intraoperative death (*n* = 2) or early postoperative mortality prior to experimental endpoint (*n* = 6). There were no unexpected mortalities following sham surgery. (b) LacZ staining. Arrows indicate LacZ(+) HPCs in the bile duct adjacent to the portal vein (p). Sections were counterstained with hematoxylin. (c) Immunofluorescence staining of GFP and KRT19. Arrows indicate GFP(+) KRT1919(+) HPCs near the portal vein. Nuclei were counterstained with DAPI. Bar, 100 µm. (D‐F) Quantification of LacZ expressing cells per portal triad (d), GFP(+) cells per portal triad (e), and double GFP(+)/KRT19(+) cells per portal triad (f) at D0, D3, or D14 after BDL or sham surgery. * *p* < .05, ** *p* < .01, *** *p* < .001, and **** *p* < .0001

As the *Prom1*‐expressing HPC progeny reside within a continuous band of biliary cells following the arborizing portal vein, we opted to visualize the GFP lineage by whole mount, three‐dimensional confocal microscopy. To this end, we optically cleared liver lobes and detected the GFP expression with imaging z‐stacks. As shown in Figure 3a, there was an increase in the number and density of biliary trees composed of GFP(+) HPC progenies 14 days after BDL compared to sham. This can also be viewed in three‐dimensional video renderings with Supplemental video S1 (https://doi.org/10.6084/m9.figshare.11808990

**Figure 3:**
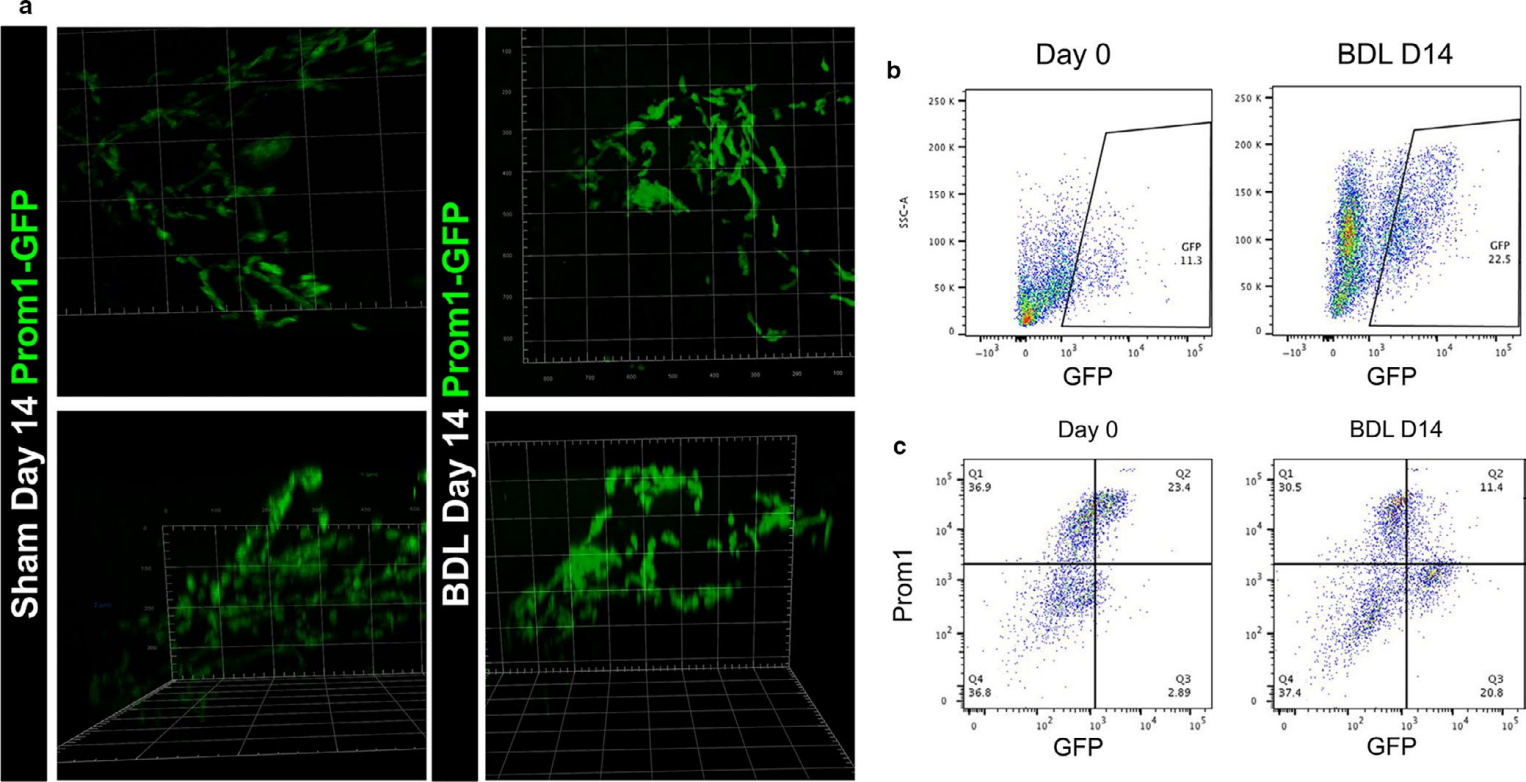
Differentiation of Prom1(+) HPCs to Prom(‐) cholangiocytes in BDL‐induced biliary fibrosis. (a) Three‐dimensional images of GFP(+) biliary trees in cleared sham control liver or fibrotic liver after BDL. (b) FACS of GFP expression in nonparenchymal cells prepared from *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mouse livers. GFP(+) cells are gated. (c) FACS of GFP and PROM1 expression in the nonparenchymal cells. Note that GFP(+) PROM1(+) cells shift to GFP(+) PROM1(‐) cells by BDL

URL: https://figshare.com/s/ec695354b2441a3f2373).

To further characterize *Prom1*‐expressing HPCs and their progenies, the non‐parenchymal fractions prepared from these liver tissues were analyzed by FACS. After tamoxifen injection, 11% of nonparenchymal cells expressed GFP at D0; this increased to 22% after BDL on d14 (Figure 3b). Before BDL, 89% of GFP(+) cells were co‐expressed PROM1 (Figure 3c). Fourteen days after BDL, the GFP(+) PROM1(+) population decreased to 35.4% with majority of GFP(+) cells being PROM1(‐) (Figure 3c). Our data indicate that the *Prom1*‐expressing HPC population expands in response to cholestatic liver injury and remains in the periportal and ductular reaction regions of injury. Furthermore, these data indicate that progeny of PROM1(+) HPCs lose expression of PROM1 as they differentiate into biliary epithelial cells during biliary fibrosis, without evidence of hepatocyte differentiation.

### 3.3 Transcriptomic changes of Prom1‐expressing HPCs in cholestatic liver injury

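GFP(+) cells were sorted from the livers of mice in which tamoxifen marks *Prom1*-expressing cells and their progeny with GFP, at day 0 and at 3 and 14 days after bile duct ligation (BDL), which blocks the flow of bile. The authors' deposited table lists 16971 genes, each with 1 mean per group of the counts that the authors normalized by the upper quartile method, and with the authors' p-value, FDR, fold change and 95% limits for each of 3 comparisons between the groups. Apart from the count of each gene's highest library, which it does not name, it holds no value for a single library, so no SD, no replicate test and no fit with a library left out could be computed, and the number of reads behind each library is unknown. Weighted by 3 day 0, 3 BDL day 3 and 4 BDL day 14 libraries, the group means gave back the authors' mean over all 10 libraries with a 99th percentile of the deviation of 0.469%, and the nearest other set of group sizes gave 4.93%. The labels describe 6 BDL day 14 libraries, and the table rests on 4 of them. Genes whose normalized counts summed to at least 10 over the 10 libraries were kept, which left 12891 genes. The authors' p-values were then adjusted again over these genes by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p of 0.05 or less and a fold change above 1.5. The lowest mean in the authors' table was 0.128 at day 0, 0.0729 at BDL day 3 and 0.0610 at BDL day 14, and it was held by 984, 1284 and 550 genes. A mean of up to 4 times that value (0.512, 0.292 and 0.244) was read as the floor of its group, and a fold change against a mean at the floor is given as a bound. The 10 genes with the highest means held 32.3% of the summed signal at day 0, 20.0% at BDL day 3 and 21.1% at BDL day 14. Positions are those of the authors' table on GRCm38, and 16934 of the 16950 symbols found in GENCODE M21 (99.9%) had the same coordinates there.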

To further characterize genome‐wide transcriptional changes in Prom1 HPC differentiation, we isolated GFP(+) cells from *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mouse livers treated with tamoxifen before (day 0, *n* = 3) and after BDL (day 3, *n* = 3; day 14, *n* = 4) and analyzed mRNA expression by RNA‐seq (Figure 4a). On low‐dimensional principal component analysis, biological replicates most closely associated with members from the same group (Figure 4b). Similarly, each time point aggregated on hierarchical clustering analysis (Figure 4c). With increasing duration of injury, variability increased, with BDL day 14 replicates more variable than Day 0 baseline HPCs. In early injury (BDL day 3 versus Day 0), there were 407 differentially expressed genes, with 105 upregulated and 302 downregulated (based on a False Discovery Rate (FDR) ≤ 0.05 and a fold change > 1.5) (Figure 4d). 

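Of the 12891 genes tested between BDL day 3 and day 0, 1184 were called differentially expressed from the re-adjusted p-values of the authors, 477 upregulated and 707 downregulated. Without the minimum on the fold change the count was unchanged. An adjusted p of 0.01 gave 404 genes and the authors' unadjusted p-value 3122, both tried after the data were seen. Among the upregulated genes, the smallest re-adjusted p of the authors' comparison belonged to *Txnrd1* (log2 ratio 2.77, p = 7.70e-06), followed by *Nceh1* (log2 ratio 2.48), *Trem2* (2.77), *Gla* (2.43) and *Gusb* (1.95). Among the downregulated genes, *Dcn* ranked first by the same measure and *Tagln* followed with a log2 ratio of -5.41. *Dpt* came next and was at least 283-fold lower, since its BDL day 3 mean was at the floor. *Myl9* and *Rgs5* followed, with log2 ratios of the authors' means of -5.72 and -4.39.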

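At BDL day 14 against day 0, the re-adjusted p-values of the authors called 2084 genes differentially expressed, of which 830 were upregulated and 1254 downregulated. With an adjusted p of 0.01 there were 971 genes and with the authors' unadjusted p-value 3734, both tried after the data were seen. *Chil3* had the smallest re-adjusted p of the authors' comparison among the upregulated genes (log2 ratio 5.86, p = 1.37e-07). The next 4 upregulated genes were *F13a1*, *Trem2*, *Cd63* and *Fabp5*, with log2 ratios of the authors' means of 5.06, 3.85, 3.32 and 4.04. The first downregulated gene was *Fabp1*, which was at least 770-fold lower because its BDL day 14 mean was at the floor. *C6* (log2 ratio -4.65), *Clec4f* (-4.64) and *C2* (-4.64) were also among the 5 downregulated genes with the smallest re-adjusted p of the authors' comparison.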

Between late injury on BDL day 14 and day 0, there were 1,352 genes differentially expressed, 958 genes were downregulated, while 394 were up‐regulated (Figure 4d). Early changes (between BDL day 3 and day 0) had 185 common genes as late differentiation (BDL day 14 versus day 0) (Figure 4e).

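Called in both comparisons against day 0 were 607 genes, which made up 51.3% of the calls at BDL day 3 and 29.1% of those at BDL day 14. Of these, 266 were upregulated at both time points, 329 were downregulated at both and 12 changed in opposite directions. BDL day 3 alone had 577 called genes and BDL day 14 alone had 1477. If the calls of the comparisons were independent of each other, 191 shared genes would be expected. Both comparisons use the same day 0 libraries, which by itself makes their log2 ratios alike. In 100 simulations of unchanged BDL groups set against 1 shared day 0 group, with the spread of each gene taken from the authors' 95% limits, 68.1% of the genes had log2 ratios of the same sign, against 73.7% in the authors' table, and the correlation across genes was 0.54, against 0.64. Genes are not independent replicates, so no p-value is given for this correlation.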

**Figure 4:**
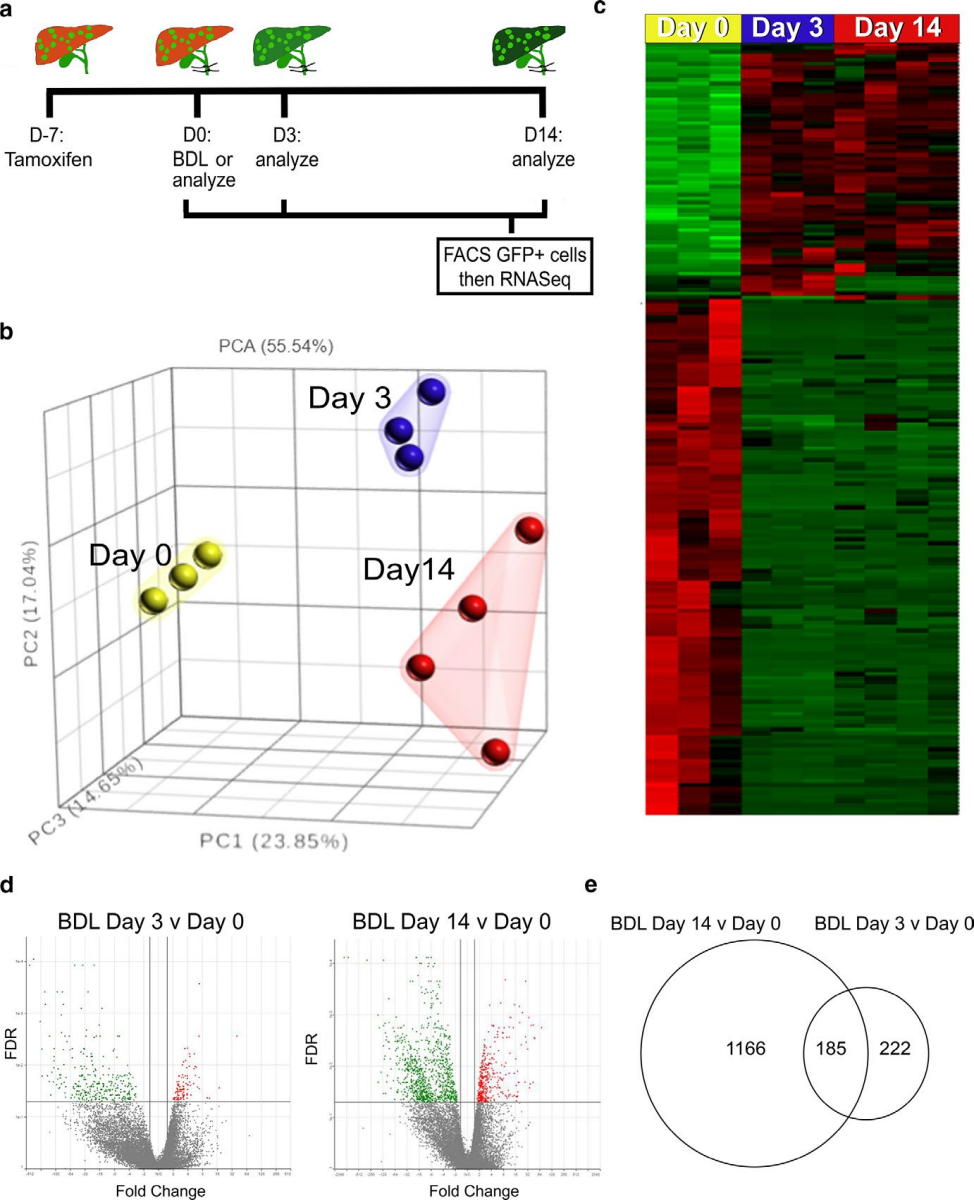
RNA‐seq analysis of GFP(+) HPCs and their progenies in normal and fibrotic livers. (a) GFP(+) cells were isolated from the 6‐week old *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mouse livers before (day 0) and after BDL (day 3; day 14) by FACS. Total RNAs isolated from GFP(+) populations were subjected to RNA‐seq analysis. Eight mice were excluded from analysis after being enrolled in the BDL surgery due to intraoperative death (*n* = 3) or early postoperative mortality prior to experimental endpoint (*n* = 5). One sample from D0 and D3 post BDL was excluded from RNA seq due to poor RNA quality and two samples from D14 were excluded after RNA seq due to insufficient total reads after trimming and alignment. RNA seq analysis included D0 (*n* = 3, one male and two females), D3 (*n* = 3, two males and one female), and D14 (*n* = 4, three males and one female) (b) Low‐dimensional principal component analysis of each group. (c) Hierarchical clustering analysis of each group. (d) Volcano plots between BDL day 3 versus day 0 control (left) and BDL day 14 versus day 0 control (right). (e) Between BDL day 14 and day 0, there are 1,351 genes differentially expressed. Between BDL day 3 and day 0, there are 185 common genes to late differentiation

### 3.4 Prom1‐expressing HPC progeny retains a cholangiocyte phenotype with concurrent activation of TGF‐β signaling

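Table 1 lists 80 entries, of which 75 were found by symbol in the authors' deposited table. All 75 were called differentially expressed in the direction listed after the p-values of the authors were re-adjusted. Each was among the 20 genes with the smallest p-values of its comparison and direction. At BDL day 3, 4 of the 19 downregulated genes found had a mean at the floor, and at BDL day 14 this held for 2 of 19, so that 6 fold changes are bounds. *Col3a1*, for example, was not at the floor, and its fold change at BDL day 3 against day 0 was -94.4 from the authors' group means.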

We next analyzed genes highlighted in the RNA‐seq data from GFP(+) *Prom1*‐expressing HPC lineage for gene markers of particular cell phenotypes comparing days 0, 3, and 14 post‐injury (Table 1). Following BDL, there was a significant decrease in *Prom1* expression within the HPC lineage population (Figure 5a), consistent with our observations by FACS (Figure 3c). 

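*Prom1* lies on chromosome 5 from 43993620 to 44102032. Its mean in the authors' deposited table was 6.66 normalized counts at day 0, 0.956 at BDL day 3 and 1.76 at BDL day 14, and it ranked 8927, 12037 and 11155 among the listed genes. The log2 ratio to day 0 was -2.80 at BDL day 3, and the limits of the authors' 95% interval came to -4.98 and -0.62 on that scale. The log2 ratio at BDL day 14 was -1.92, with limits of -3.96 and 0.12. The authors' p-values for *Prom1* were 0.00507 and 0.0292. Re-adjusted over the 12891 genes tested, these p-values of the authors became 0.0532 and 0.119, so *Prom1* was not called at either time point. Adjusted over the list alone, that is over the 31 genes that the paper names for its RNA-seq data, the authors' p-values became 0.0175 and 0.0532. The study chose this list on the same libraries, so the list-wide value is not independent evidence. Over all genes tested, 8 of the 31 were called at BDL day 3 and 15 at BDL day 14. Adjusted over the list alone, 14 and 16 were called. The highest library of *Prom1* held 8.68 normalized counts, 43.4% of the day 0 signal, and without it the log2 ratios were -2.56 and -1.68.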

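The mean of *Sox9* (chromosome 11, 112782224 to 112787760) in the authors' deposited table was 4.26 normalized counts at day 0, 1.18 at BDL day 3 and 0.853 at BDL day 14. Its log2 ratio to day 0 was -1.85 at BDL day 3 (limits -5.01 and 1.30, re-adjusted from the authors' p = 0.367). It was -2.32 at BDL day 14 (limits -5.27 and 0.63, re-adjusted from the authors' p = 0.343). A library with 6.94 normalized counts held 54.3% of the *Sox9* signal of day 0, and without it the log2 ratios were -1.31 and -1.78.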

In terms of other putative HPC markers, *Sox9* demonstrated a trend toward a decrease in GFP(+) cells after BDL while *Tacstd2* (also known as Trop2) was unchanged (Figure 5a). Expression of genes encoding biliary epithelial markers *Krt19*, biliary anion transporter *Slc4a2* (*Ae2*), and *Secretin Receptor*, *Sctr*, likewise were unchanged (Figure 5a). 

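*Krt19* (chromosome 11, 100140810 to 100148665) had means of 21.5, 12.7 and 14.3 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' deposited table. Its log2 ratio to day 0 was -0.76 (limits -1.74 and 0.23) at BDL day 3 and -0.58 (limits -1.51 and 0.33) at BDL day 14, with p-values of the authors re-adjusted to 0.375 and 0.304. For *Slc4a2* (chromosome 5, 24423837 to 24440950), the log2 ratios were -0.25 (limits -1.02 and 0.52) and -0.62 (limits -1.34 and 0.10), and the re-adjusted p-values of the authors were 0.733 and 0.253. *Sctr* (chromosome 1, 120006894 to 120063536) was under the minimum of 10 summed counts. Its BDL day 3 mean was the lowest value of the authors' table, and it was at least 2.50-fold lower than at day 0 (the authors' FDR 0.279). A library with 1.84 normalized counts held 84.2% of the *Sctr* signal of day 0. Without that library the day 0 mean was 0.172, which is at the floor, so the fall of *Sctr* rests on that library.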

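*Epcam* lies on chromosome 17 from 87635979 to 87651129, and the authors' deposited table gives it means of 12.9, 4.97 and 7.69 normalized counts at day 0, BDL day 3 and BDL day 14. No group was sequenced between BDL day 3 and BDL day 14. At BDL day 3 the log2 ratio to day 0 was -1.38, with limits of -2.66 and -0.08. The authors' p-value for it became 0.116 after re-adjustment over all genes tested and 0.0458 adjusted over the list alone. At BDL day 14 the log2 ratio to day 0 was -0.75 (limits -1.95 and 0.45, re-adjusted p of the authors 0.423). The rise between BDL day 3 and BDL day 14 had a log2 ratio of 0.63, with limits of -0.58 and 1.83, and the authors' re-adjusted p was 0.451.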

There was a transient decrease in biliary gene marker *Epcam* at d3 which rebounded by d7. 

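*Alb* (chromosome 5, 90460897 to 90476602), *Hnf4a* (chromosome 2, 163506808 to 163572910) and *Ttr* (chromosome 18, 20665280 to 20674321) were called downregulated at both time points. *Alb* fell from a mean of 2440 normalized counts at day 0 to 642 at BDL day 3 and 271 at BDL day 14 in the authors' deposited table. Its log2 ratios were -1.92 and -3.17, and the authors' re-adjusted p-values were 0.00190 and 7.47e-06. *Hnf4a* had log2 ratios of -2.10 (limits -3.08 and -1.13) and -2.90 (limits -3.81 and -1.99). *Ttr* went from 152 to 37.4 and 14.7 normalized counts in the authors' table, with re-adjusted p-values of the authors of 0.00299 and 4.86e-06. For *Ttr* the fall between BDL day 3 and BDL day 14 was also called (log2 ratio -1.34, re-adjusted p of the authors 0.0172), and for *Alb* it was not (-1.24, re-adjusted p of the authors 0.0515). Among 16 hepatocyte genes listed before the data were examined, 15 fell at both time points. The exception was *Trf*, with log2 ratios of 0.49 and 0.22.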

There was decreased expression of genes encoding hepatocyte markers *Albumin* (*Alb*), *Hnf4α*, and *Transthyretin* (*Ttr)* (Figure 5a). Finally, we observed decreased expression of genes encoding activated portal fibroblastic markers *α‐Smooth muscle actin* (*Acta2*), *Collagen‐1α1* (*Col1a1*), and *Thymus cell antigen‐1* (*Thy1*) in the GFP(+) *Prom1*‐expressing HPC lineage. These data collectively indicate that during evolving cholestatic liver injury following BDL, *Prom1*‐expressing HPCs retain their biliary epithelial phenotype while losing *Prom1* expression. Moreover, *Prom1*‐expressing progenitors do not appear to give rise significantly to hepatocytes or activated portal fibroblasts following BDL.

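In the authors' deposited table, *Acta2* (chromosome 19, 34241090 to 34255590) went from a mean of 228 normalized counts at day 0 to 3.86 at BDL day 3 and 19.7 at BDL day 14. Its log2 ratios to day 0 were -5.88 (limits -8.14 and -3.62) and -3.53 (limits -5.64 and -1.42), with re-adjusted p-values of the authors of 5.46e-04 and 0.0223. From BDL day 3 to BDL day 14 it rose by a log2 ratio of 2.35, which was called (re-adjusted p of the authors 0.0280). *Col1a1* (chromosome 11, 94936224 to 94953042) had log2 ratios of -5.89 and -3.19 to day 0 (re-adjusted p-values of the authors 0.00124 and 0.0182). With p-values computed from the authors' 95% limits, tried after the data were seen, its fall at BDL day 14 was no longer called. A library with 251 normalized counts held 54.0% of the day 0 signal of *Col1a1*, and without it the log2 ratios were -5.35 and -2.66. *Thy1* (chromosome 9, 44043384 to 44048579) was called at BDL day 14 (log2 ratio -2.89, re-adjusted p of the authors 0.00157). Its log2 ratio at BDL day 3 was -2.08, and its p-value was 0.0594 over all genes tested and 0.0192 adjusted over the list alone, both re-adjusted from the authors' p. *Lrat*, *Reln*, *Des* and *Pdgfrb*, taken here as genes of hepatic stellate cells, fell with median log2 ratios of -3.65 and -3.96. Not all of these falls were called. The re-adjusted p of the authors was 0.0507 for *Lrat* and 0.128 for *Reln* at BDL day 3, and 0.0515 for *Pdgfrb* at BDL day 14. *Lrat* and *Reln* had low day 0 means of 6.14 and 2.96 normalized counts.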

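The markers of Figure 5a that passed the minimum on summed counts had log2 ratios to day 0 below 0 at both time points under the authors' scaling, under median-ratio scaling and under quantile normalization. Of a list of 14 cholangiocyte genes set before the data were examined, 11 passed the minimum on summed counts, and all 11 were lower at BDL day 3 and 10 at BDL day 14. Their median log2 ratio was -1.50 at BDL day 3 and -1.26 at BDL day 14. Among 10000 random lists of genes with similar means, these medians lay at percentiles 1.2 and 1.1. In the authors' table, 2 of the 11 genes were called downregulated at each time point after re-adjustment. The median level of this list at day 0 was 9.66 normalized counts, and each of 6 general macrophage genes had a mean of at least 26.1 times the list's median in every group.

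**Figure D1:**
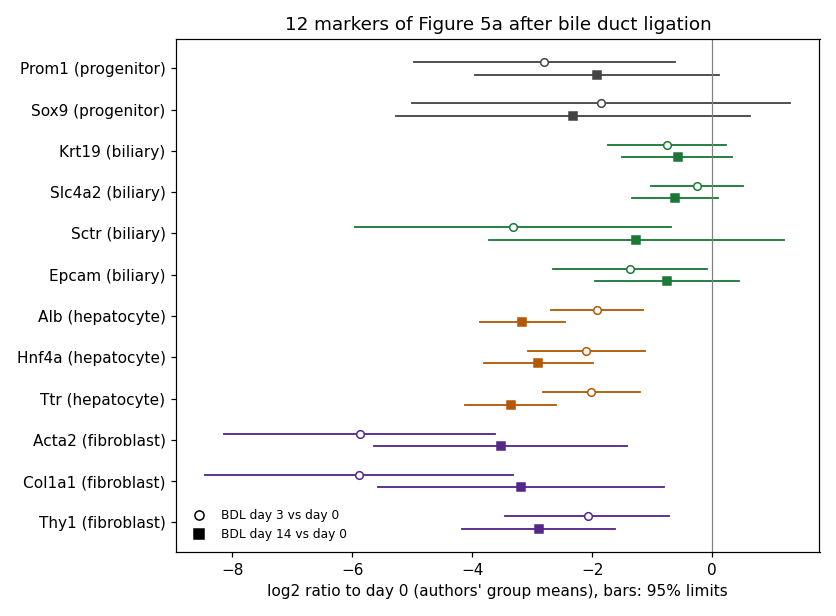
Log2 ratio to day 0 of the authors' group means for 12 markers of Figure 5a at BDL day 3 (open circles) and BDL day 14 (filled squares), with bars for the authors' 95% limits and the marker class in brackets. The limits of the 3 hepatocyte and 3 fibroblast markers lie below 0 at both time points, and those of *Krt19*, *Slc4a2* and *Sox9* include 0 at both.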

**Table 1:** list of top 20 up and down regulated genes at d3 and d14 versus d0, sorted by false discovery rate and arranged by ascending/descending fold change

Days 3 versus Day 0				Days 14 versus Day 0				
Up regulated		Down regulated		Up regulated			Down regulated	
Gene ID	Fold Change	Gene	Fold Change	Gene	Fold Change		Gene	Fold Change
Mmp12	39.82	Lum	−440.57	Gpnmb		85.31	Fabp1	−1359.03
Trem2	6.84	Dpt	−363.68	Chil3		58.14	Mup22	−921.22
Txnrd1	6.82	Mfap4	−215.21	F13a1		33.29	Cd209f	−103.21
Vat 1	6.73	Sfrp1	−209.92	Syngr1		33.08	Cxcl13	−52.02
Ccl6	5.86	Mylk	−119.52	Mcub		26.20	Hspa1b	−26.63
Nce1	5.58	Sparcl1	−98.18	Cx3cr1		24.40	C6	−25.13
Gla	5.37	Col1a2	−89.50	Myo5a		23.90	C2	−24.97
Lgals3	4.36	Myl9	−52.73	Ccr1		17.28	Clec4f	−24.87
Tmem37	4.26	Tagln	−42.48	Fabp5		16.43	Hmgcs2	−24.48
Rab7b	4.09	Tpm2	−38.42	Trem2		14.41	Serpina1c	−24.09
Cd3001f	3.91	Fm02	−30.82	Cyp4f18		13.59	Timd4	−22.15
Gusb	3.86	Dcn	−27.93	Emb		12.96	Hspala	−20.91
Tspan4	3.83	Rgs5	−21.02	Emp1		12.68	Serpina1d	−13.69
Pmp22	3.78	Mgp	−19.03	Tgfbi		11.15	Adh1	−12.55
Creg1	3.64	Serpinh1	−16.52	Cd63		9.97	Serpina1a	−12.23
Htatip2	3.57	Col3a1	−15.89	Arl11		9.45	Apoc1	−10.97
Gsr	3.53	Col14a1	−15.89	Gla		7.63	Aldh1a1	−10.20
Sgpl1	3.53	Cavin1	−14.86	Nech1		5.29	Ly6a	−7.61
Ephx1	3.43	Hmgcs2	−8.51	Hexb		5.10	Aldob	−7.48
Colgalt1	3.06	Tpm1	−6.87	Tlr13		4.5	IrF7	−7.32

**Figure 5:**
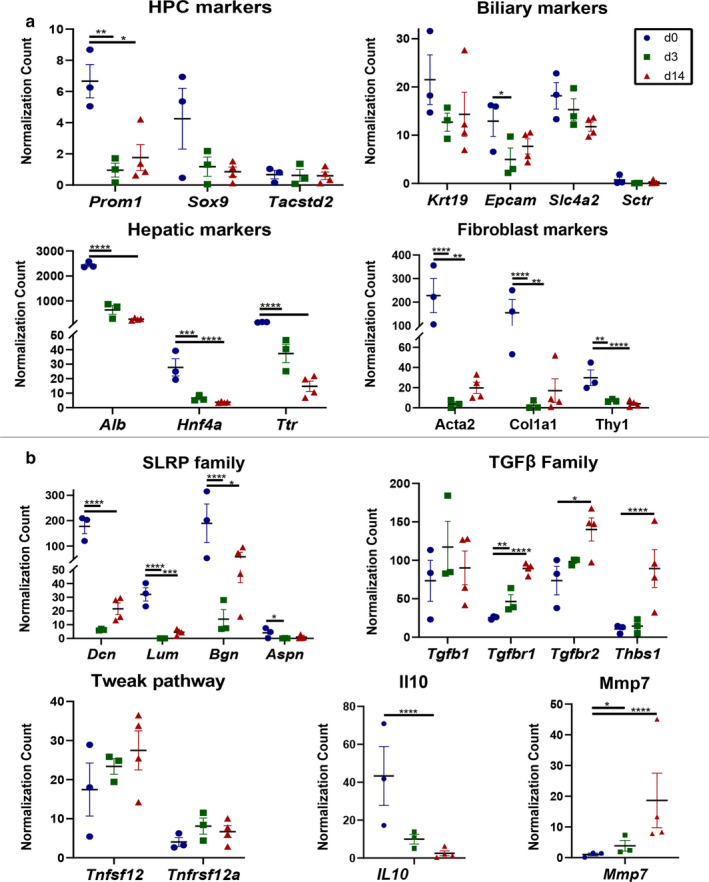
Expression of marker genes in different GFP populations in biliary fibrosis. Expression profiles identified by RNA‐seq analysis of markers for HPCs, cholangiocytes, hepatocytes, and mesenchymal cells (a), as well as genes from the SLRP family, TGF‐β family, TWEAK family, *Il10*, and *Mmp7* (b). *p < .05, **p < .01, ***p < .001, and ****p < .0001

Ingenuity pathway analysis (IPA) was also performed on the differentially expressed genes of the GFP(+) *Prom1*‐expressing HPC lineage. As noted above, the majority of significantly differentiated genes are downregulated. 

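Downregulated genes made up 59.7% of the genes called at BDL day 3 and 60.2% of those called at BDL day 14. The share differed with the level of expression. Genes were split by the geometric mean of the 2 groups compared. From a given day 0 level, a fall lowers this mean and a rise raises it. The split thus moves lower calls under 10 and higher calls over it by itself, so part of the difference between the classes comes from the split. Among the 5819 tested genes with a geometric mean under 10 normalized counts at BDL day 3 and day 0, 446 were called lower and 31 higher (93.5% lower), and among the 7072 genes of at least 10, 261 were called lower and 446 higher (36.9%). For BDL day 14 and day 0, 683 were lower and 130 higher among 5744 genes under 10 (84.0% lower), and 571 lower and 700 higher among 7147 genes of at least 10 (44.9%). Of the lower calls, 154 at BDL day 3 and 152 at BDL day 14 had a BDL mean at the floor of the authors' table. Split by the day 0 mean alone, lower calls made up 80.5% under 10 and 52.4% from 10 up at BDL day 3, and 63.2% and 58.9% at BDL day 14. Both splits were chosen after the data were seen.

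**Figure D2:**
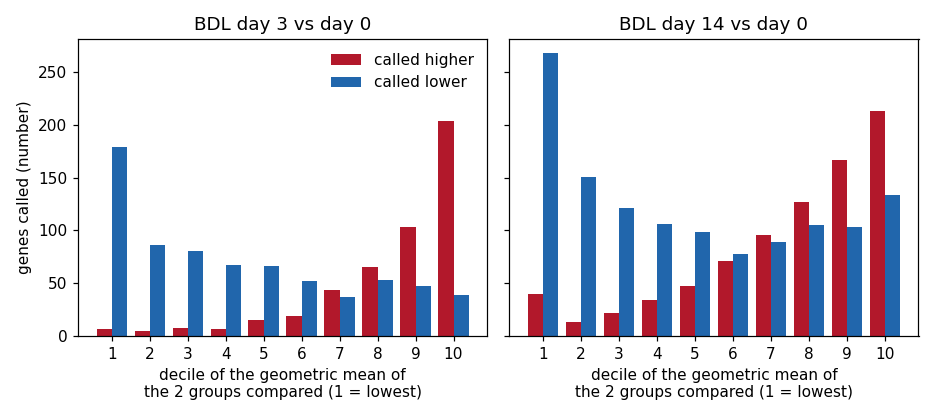
Number of genes called higher (red) and lower (blue) than day 0 in each decile of the geometric mean of the 2 groups compared, at BDL day 3 (left) and BDL day 14 (right). Lower calls outnumber higher calls in the lowest deciles, and in the highest decile 204 genes are higher and 39 lower at BDL day 3, against 213 and 134 at BDL day 14.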

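*Dcn* (chromosome 10, 97479609 to 97518143) had means of 177, 6.35 and 21.6 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' deposited table. Its log2 ratio to day 0 was -4.80 (limits -5.55 and -4.05) at BDL day 3 and -3.04 (limits -3.73 and -2.34) at BDL day 14, and the authors' p-values were re-adjusted to 1.14e-06 and 8.17e-06. Between BDL day 3 and BDL day 14 it rose by a log2 ratio of 1.77 (re-adjusted p of the authors 0.00366). *Lum* (chromosome 10, 97565128 to 97572703) was at the floor at BDL day 3 and at least 110-fold lower than at day 0, where its mean in the authors' table was 32.1. Its log2 ratio at BDL day 14 was -2.81 (re-adjusted p of the authors 0.0134). *Bgn* (chromosome X, 73483602 to 73495933) was called at BDL day 3 (log2 ratio -3.75, re-adjusted p of the authors 0.00210). *Bgn* at BDL day 14 had a log2 ratio of -1.71, with a re-adjusted p of the authors of 0.0794, and of 0.0308 adjusted over the list alone. A library with 315 normalized counts held 55.6% of the day 0 signal of *Bgn*, and without it the day 0 mean went from 189 to 126 and the log2 ratios became -3.16 and -1.12. *Aspn* (chromosome 13, 49544443 to 49567565) was not called at either time point. It was at least 14.1-fold lower at BDL day 3 (re-adjusted p of the authors 0.155) and had a log2 ratio of -1.98 at BDL day 14 (0.515). For *Aspn*, 60.7% of the day 0 signal came from a library with 7.50 normalized counts, and without it the day 0 mean was 2.43 instead of 4.12.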

Notably, on evaluation of the most downregulated genes at day 3 and day 14 time points, several were members of the small leucine‐rich proteoglycan (SLRP) family, including *Decorin* (*Dcn*), *Biglycan* (*Bgn*), *Lumican* (*Lum*), and *Asporin* (*Aspn*) (Figure 5b). This family is known to inhibit the bioactivity of TGF‐β signaling pathways (Costanza, Umelo, Bellier, Castronovo, & Turtoi, 2017). Additionally, IPA analysis revealed trends of *Tgfb1* toward increased expression on day 3 but was overall constant, while *Tgfbr1* and *Tgfbr2* were both significantly upregulated by day 14 (Figure 5b). 

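*Tgfb1* (chromosome 7, 25687002 to 25705077) had means of 73.4, 117 and 90.2 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' deposited table. Its log2 ratios to day 0 of 0.68 (limits -0.40 and 1.75) and 0.30 (limits -0.71 and 1.30) were not called (re-adjusted p-values of the authors 0.330 and 0.592). *Tgfbr1* (chromosome 4, 47353222 to 47414931) rose from a mean of 25.4 to 46.5 and 89.4 in the authors' table. The re-adjusted p of the authors was 0.0623 at BDL day 3 (log2 ratio 0.87) and 1.21e-04 at BDL day 14 (log2 ratio 1.82), and the rise between BDL day 3 and BDL day 14 was called as well (0.94, 0.0204). *Tgfbr2* (chromosome 9, 116084293 to 116175360) was called at BDL day 14, with a log2 ratio of 0.93, limits of 0.30 and 1.56 and a re-adjusted p of the authors of 0.0277. Its log2 ratio at BDL day 3 was 0.42 (re-adjusted p of the authors 0.333). These means cover all sorted cells. At BDL day 14 the median level was 1425 normalized counts for a list of macrophage genes and 4.68 for the list of cholangiocyte genes. The changes therefore cannot be assigned to biliary cells. The same limit applies to every other gene named from these libraries.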

Integrins and Thrombospondin 1 (Thbs1) are known to release active TGF‐β ligands (Murphy‐Ullrich & Suto, 2018; Nishimura, 2009). Expression of *Thbs1* was upregulated in GFP(+) cells at d14 (Figure 5b), while expression of *Itgav*, *Itgb5*, and, *Itgb6* remained constant (data not shown). 

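The mean of *Thbs1* (chromosome 2, 118111876 to 118127133) in the authors' deposited table was 10.7 normalized counts at day 0, 14.4 at BDL day 3 and 89.3 at BDL day 14. It was called at BDL day 14, with a log2 ratio to day 0 of 3.06 (limits 1.93 and 4.20) and a re-adjusted p of the authors of 0.00101. Its highest library held 42.3% of the BDL day 14 signal, and without it the log2 ratio was 2.68. *Itgav* (chromosome 2, 83724397 to 83806916) and *Itgb5* (chromosome 16, 33829665 to 33949338) were not called, with log2 ratios between 0.27 and 0.44 at both time points and re-adjusted p-values of the authors from 0.376 to 0.679. *Itgb6* (chromosome 2, 60598292 to 60722643) was under the minimum of 10 summed counts and at the floor at day 0, and the limits of its log2 ratio reached from -2.06 to 3.03 at BDL day 14.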

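*Tnfsf12* (chromosome 11, 69686250 to 69695849) had means of 17.5, 23.4 and 27.5 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' deposited table. The limits of its log2 ratio to day 0 included 0 at both time points (-0.61 and 1.46 at BDL day 3, -0.31 and 1.62 at BDL day 14), and the authors' p-values were re-adjusted to 0.405 and 0.220. For *Tnfrsf12a* (chromosome 17, 23675445 to 23677468), with means of 4.04, 8.12 and 6.69, the log2 ratios were 1.01 and 0.73 and the re-adjusted p-values of the authors 0.341 and 0.455.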

TNF‐like weak inducer of apoptosis, TNFSF12 (also known as TWEAK), and its receptor, Fn14 (TNFRSF12a), are downstream targets of the TGF‐β signaling ( Chen et al., 2018) and both trend toward upregulation, however, do not reach significance (Figure 5b). The RNA‐seq analysis suggests that Prom1‐expressing HPC progeny is involved in activation of TGF‐β signaling in biliary fibrosis.

Additional areas of interest in our IPA included the Notch signaling pathway, as it has been implicated in biliary epithelial cell differentiation after liver injury (Boulter et al., 2012; Zhang et al., 2016), our sequencing data were consistent with increased expression of *Notch2* (data not shown). 

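*Notch2* (chromosome 3, 98013527 to 98150361) rose from a mean of 20.7 normalized counts at day 0 to 29.5 at BDL day 3 and 40.9 at BDL day 14 in the authors' deposited table. The rise was called at BDL day 14 (log2 ratio 0.99, limits 0.41 and 1.56, re-adjusted p of the authors 0.0175) and not at BDL day 3 (log2 ratio 0.52, limits -0.10 and 1.13, 0.301).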

GFP(+) HPCs downregulated *Il10*, an immunosuppressive cytokine (Figure 5b). 

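In the authors' deposited table the mean of *Il10* (chromosome 1, 131019845 to 131024974) was 43.3 normalized counts at day 0, 9.93 at BDL day 3 and 2.50 at BDL day 14. The fall was called at BDL day 14 (log2 ratio -4.12, re-adjusted p of the authors 5.17e-04). At BDL day 3 the log2 ratio was -2.12, and the authors' p-value became 0.122 over all genes tested and 0.0467 adjusted over the list alone. A library with 70.9 normalized counts held 54.6% of the day 0 signal, and without it the day 0 mean of *Il10* was 29.5 and the log2 ratios were -1.57 and -3.56.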

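*Mmp7* (chromosome 9, 7692090 to 7699585) had means of 1.01, 3.87 and 18.6 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' deposited table. Its log2 ratio to day 0 was 4.20 at BDL day 14, with limits of 2.30 and 6.10 and a re-adjusted p of the authors of 0.00261. A library with 45.1 normalized counts held 60.6% of the BDL day 14 signal, and without it the group's mean was 9.77 and the log2 ratio 3.27. For BDL day 3 the log2 ratio was 1.94, and the authors' p-value was re-adjusted to 0.137.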

Expression of *Mmp7* was also significantly upregulated at D14 (Figure 5b), MMP7 has been evaluated as potential BA marker with significant expression seen in BA infants (Lertudomphonwanit et al., 2017; Yang et al., 2018).

### 3.5 Ablation of Prom1‐expressing HPC mitigates fibrogenic response of BDL

In biliary fibrosis induced by BDL, biliary ductular reactions were associated with the development of fibrosis in the portal area. To assess the functional contribution of the Prom1(+) HPCs in response to cholestatic type injury, we depleted *Prom1*‐expressing HPCs using *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice, which express diphtheria toxin A in *Prom1*‐expressing cells upon tamoxifen injection (Wu et al., 2006). In order to determine the best timing for ablation, we tested for LacZ staining following tamoxifen injection. Three days after tamoxifen injection, we detected almost no LacZ staining indicating effective ablation of *Prom1*‐expressing cells in this inducible recombination model (Figure 6a,b). However, by d7, there was clear repopulation of LacZ(+) cells, suggesting repopulation of *Prom1*(+) cells.

**Figure 6:**
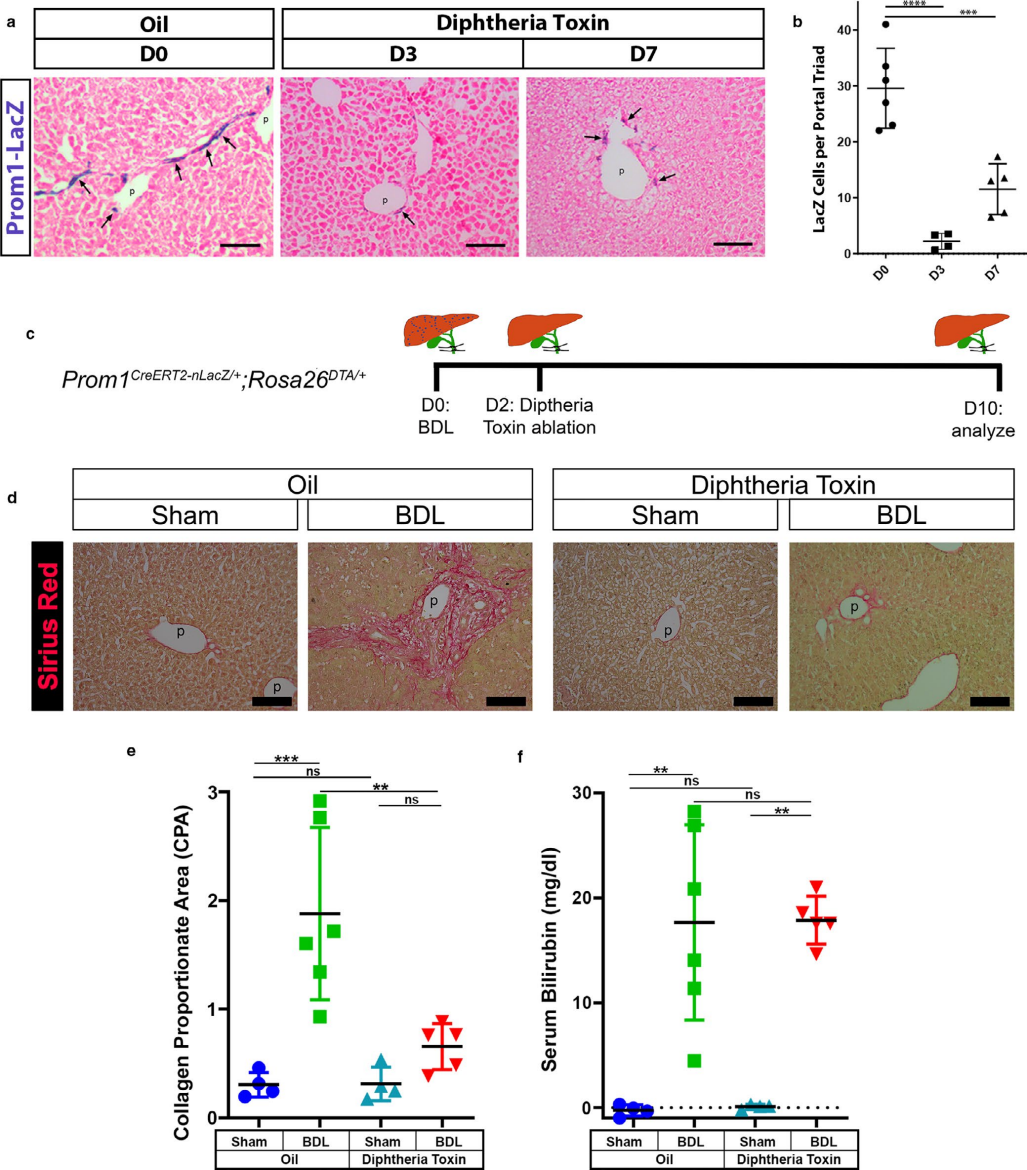
Ablation of Prom1(+) HPCs reduces biliary fibrosis induced by BDL. Six‐week‐old *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice were treated with tamoxifen for selective ablation of Prom1(+) HPCs via Diphtheria toxin‐induced cell death. (a) Liver tissue was analyzed on D0 (Oil, *n* = 6, two males and four female), D3 (*n* = 4, two males and two females), and D7 (*n* = 5, four males and one female) after tamoxifen injection for LacZ staining. There were no unexpected deaths prior to experimental endpoints. Arrows indicate LacZ(+) HPCs in the bile duct adjacent to the portal vein. Bar, 100 µm. (b) Quantification of LacZ cells per portal triad after ablation in A. (c) Experimental design. Six‐week‐old *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice were treated with tamoxifen for selective ablation of Prom1(+) HPCs 2 days after BDL or Sham operation. Corn oil was used as a negative control. The liver tissues were analyzed 10 days after surgery. Oil/Sham (*n* = 4, one male and three females), Oil/BDL (*n* = 6, four males and two females, two excluded due to early postoperative death), DT/Sham (*n* = 4, two males and two females), and DT/BDL (*n* = 5, two males and three females, one excluded for intraoperative death and two excluded for early postoperative death). (d) Sirius red staining of the liver. p, portal vein. (e) Quantification of CPA calculated from Sirius Red staining, four to eight images/animal analyzed. (f) Total serum bilirubin after sham or BDL surgery. *p < .05, **p < .01, ***p < .001, and ****p < .0001

Hence, after allowing the mice a short recovery from surgery, we opted to induce ablation of *Prom1*‐expressing cells by injection of tamoxifen (or corn oil) into *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice on d2 shortly after BDL or sham operation, optimally timed to coincide with proliferation of HPCs (Figure 6c). At 10 days post‐BDL, control mice injected with corn oil demonstrated marked biliary fibrosis compared to sham by collagen proportionate area (CPA) of Sirius Red staining (Figure 6d,e). In contrast, ablation of *Prom1*‐expressing HPCs resulted in significantly less portal fibrosis, similar to the control (Figure 6D,E). Serum total bilirubin was significantly elevated after BDL compared to sham controls validating the cholestatic injury of BDL in this ablation model (Figure 6f). Notably, we observed no evidence of any hepatotoxic effects of Tamoxifen in terms of CPA or serum total bilirubin levels across sham groups treated with Tamoxifen or oil controls (Figure 6e,f).

Immunofluorescence staining of KRT19 revealed decreased biliary ductular reaction in tamoxifen‐treated mice after BDL compared to corn oil‐treated mice (Figure 7a). Moreover, immunofluorescence staining revealed a decrease in THY1(+) myofibroblasts in the biliary fibrosis by ablation of *Prom1*‐expressing HPCs after BDL compared to control (Figure 7a). We also assessed relative gene expression by QPCR of whole liver. Expression of genes encoding *Prom1*, *Krt19*, and subunit *Integrinβ6*, an activator of profibrogenic TGF‐β, was upregulated following BDL in mice treated with corn oil (Figure 7b). Following BDL in the setting of Prom1(+) HPCs ablation, the increase in expression was less albeit not statistically significant. However, we observed a significant reduction in expression of genes encoding myofibroblast markers*, Acta2, Thy1*, *Col1a1,* and *Vim* in mice after BDL in the HPC ablation group compared to control (Figure 7c). Collectively, these data indicate that the presence of *Prom1*‐expressing HPCs positively correlates with biliary fibrogenesis in cholestatic liver injury.

**Figure 7:**
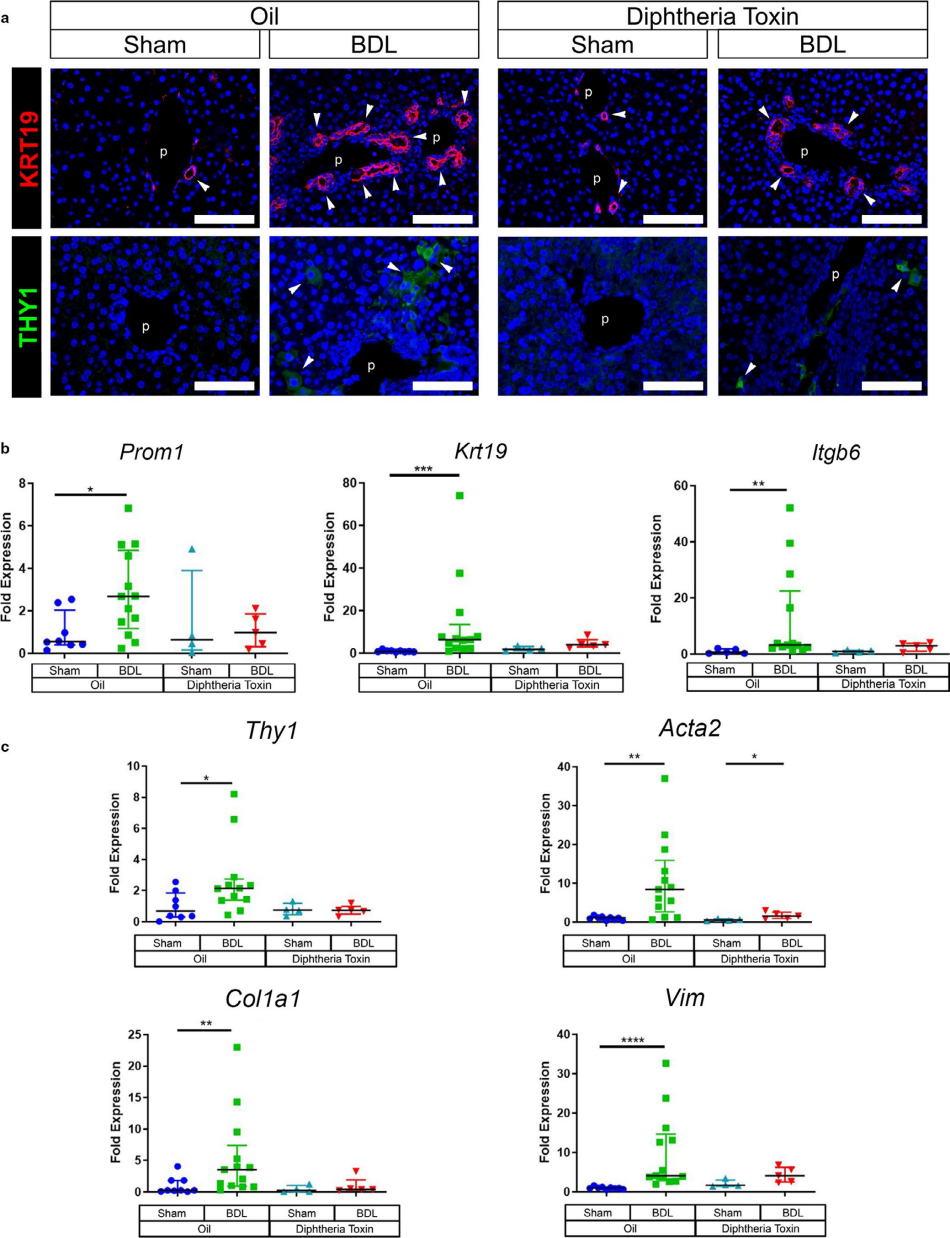
Ablation of Prom1(+) HPCs reduces fibroblast activation induced by BDL. Liver tissue prepared according to Figure 6c experimental design was analyzed with immunostaining of cholangiocytes and fibroblasts and analyzed for mRNA by qPCR of whole liver. Oil/Sham (*n* = 8, four males and four females), Oil/BDL (*n* = 12, five males and seven females, two excluded due to early postoperative death), DT/Sham (*n* = 4, two males and two females) and DT/BDL (*n* = 5, two males and three females, one excluded for intraoperative death and two excluded for early postoperative death). (a) Fluorescence immunostaining of KRT19. Arrows indicate some of the KRT19(+) cells in the bile duct adjacent to the portal vein (p). Fluorescence immunostaining of THY1. Arrows indicate THY1(+) cells, portal vein (p). Bar, 100 µm. (b) cholangiocyte markers (c) and myofibroblast markers. Each value was normalized by Gapdh. * *p* < .05, ** *p* < .01, *** *p* < .001, and **** *p* < .0001

## 4 DISCUSSION

In this study, we demonstrated that *Prom1*‐expressing HPCs in neonatal mouse livers possess bipotential capacity to give rise to biliary epithelial cells and hepatocytes, whereas in adult livers undergoing cholestatic liver injury, they produce only biliary epithelial cells. During adult cholestatic liver injury after BDL, we observed the loss of Prom1 expression among the expansion of the *Prom1*‐expressing GFP(+) HPC lineage. RNA‐seq analysis of GFP(+) lineage demonstrated three distinct phenotypes 0, 3, and 14 days following BDL. 

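Between BDL day 14 and BDL day 3, 1099 of the genes tested were called from the re-adjusted p-values of the authors, 530 higher and 569 lower at BDL day 14. The count was 483 at an adjusted p of 0.01 and 2597 with the authors' unadjusted p-value, both tried after the data were seen. *Clec4f*, a gene of Kupffer cells, fell from a mean of 6890 normalized counts at BDL day 3 to 185 at BDL day 14 in the authors' deposited table (log2 ratio -5.22, re-adjusted p of the authors 1.45e-07). Whether the libraries of each time point lie apart could not be measured from group means.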

Progeny of *Prom1‐*expressing HPCs maintained expression of biliary epithelial markers with a decrease in myofibroblastic markers and hepatocyte markers suggesting expansion of biliary lineage but not hepatocyte or myofibroblastic lineage. RNA‐seq ingenuity pathway analysis also revealed the significant downregulation of several SLRP family members known to inhibit the pro‐fibrogenic activity of TGF‐β signaling pathways with a concurrent upregulation of *Tgfb1*, *Tgfbr1*, and *Tgfbr2*. Lastly, targeted ablation of *Prom1*‐expressing HPCs during BDL with inducible Diphtheria toxin resulted in decreased fibrogenesis. Collectively, these data indicate that *Prom1*‐expressing HPCs functionally promote liver fibrosis during cholestatic liver injury.

Zhu *et al*. showed expansion of neonatal *Prom1*‐expressing HPC progeny from the periportal region ultimately comprising not only cholangiocytes but also the entire hepatic lobule of hepatocytes; in contrast, adult HPCs do not give rise to hepatocytes and appear to be quiescent (Zhu et al., 2016). Furthermore, fate tracing analyses showing GFP(+) hepatocytes throughout the hepatic lobule were interpreted to show much greater generative capacity for neonatal HPCs. In this study, we confirmed homeostatic gene expression of *Prom1* in a subset of cholangiocytes, but not in hepatocytes or mesenchymal cells in the neonatal and adult liver. Interestingly, where there is near complete GFP positivity of hepatocytes 180 days after neonatal injection, we see only a few scattered GFP(+) hepatocytes remote from portal triads at 35 days and mice injected on p42, showed no generative capacity of HPCs. The likely explanation for this is that *Prom1*‐expressing HPCs give rise to GFP(+) hepatocytes within the first few days of postnatal life but not thereafter. More likely, GFP(+) hepatocytes give rise to other GFP(+) hepatocytes to give near complete GFP positivity of hepatocytes 180 days after neonatal injection. This observation indicates a short‐lived basal capacity of HPCs to transdifferentiate into hepatocytes in the postnatal period.

Lee *et al*. demonstrated worse fibrosis following BDL in mice with *Albumin‐Cre*‐mediated hepatocyte‐specific deletion of *Prom1* (Lee et al., 2019). Whereas the authors demonstrate PROM1 immunofluorescence in hepatocytes, we and others previously observed immunostaining exclusively in hepatic progenitor cells and cholangiocytes in previous studies (Kamimoto et al., 2016; Mavila et al., 2014; Nguyen et al., 2017; Shmelkov et al., 2008; Zagory et al., 2019; Zhu et al., 2016).

In this study, we observed HPC‐specific expression of LacZ in *Prom1^CreERT2‐nLacZ^* mouse livers and recombination of GFP in *Prom1^CreERT2‐nLacZ/+^;Rosa26^Lsl‐GFP/+^* mice. In contrast to their observed SMAD7‐mediated exacerbation of BDL‐associated fibrosis in mice with embryonic *Prom1* deletion in *Albumin*‐expressing cells, here we observe decreased fibrosis with targeted ablation of *Prom1*‐expressing cells. Although we cannot exclude the possibility of weak expression of *Prom1* in hepatocytes below detection, our data, and that of others, indicate relatively stronger and specific expression of *Prom1* in hepatic progenitor cells/cholangiocytes in murine livers.

Using a variety of liver injury models, Tarlow *et al*. demonstrated that *Sox9*‐expressing HPCs give rise to cholangiocytes with either minimal or no contribution to new hepatocytes (Tarlow et al., 2014). Nguyen *et al*. showed a comparable predominance of cholangiocyte progeny derived from *Prom1*‐expressing HPCs following BDL (Nguyen et al., 2017). Kamimoto et al. (2016) reported that activation and proliferation of *Prom1*‐expressing HPCs are a stochastic and heterogeneous response to cholestatic liver injury caused by thioacetamide. Their description of continuous bands of progenitor cell lineage, which argued against migration of cells as a source of progenitor lineage, was consistent with our lineage tracing experiments. In this study, by FACS analysis, we observed a loss of Prom1 expression concurrent with expansion of the GFP(+) downstream progeny of *Prom1*‐expressing HPCs following BDL. We performed RNA‐seq analyses on GFP(+) lineage at days 0, 3, and 14 after BDL. We observed three distinct expression patterns by principal component analyses clustered by days post injury with a number of differentially expressed genes. Not surprisingly, we observed the loss of *Prom1* expression and the maintenance of expression of a number of genes encoding biliary epithelial markers and a concurrent loss of expression of genes encoding hepatocyte markers. We speculate that the transient decrease in *Epcam* expression on d3 post BDL may be due to the transition from HPC to cholangiocyte‐like cell. As *Prom1*‐expressing HPC progeny expand and differentiate under cholestatic liver injury, we see loss of hepatocyte and fibroblast markers with retention of cholangiocyte markers. These data are again consistent with predominantly, if not exclusively, biliary cell lineage of *Prom1*‐expressing HPC progeny after cholestatic liver injury. Although we demonstrate an absence of bipotential capacity in this model, *Prom1*‐expressing cells are a distinct periportal population and likely maintain progenitor cell phenotype. This is supported by our RNA‐seq data in which at d0, we show expression of markers for hepatocytes, cholangiocytes, and fibroblasts. Additionally, there is evidence to suggest that under certain conditions, HPCs can give rise to a small number of hepatocytes during cholestatic liver disease and hepatotoxic liver disease, such as in Espanol‐Suner et al. (2012) and Tarlow et al. (2014).

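Ordered by their day 0 means in the authors' deposited table, the 3 hepatocyte markers ranked between 34 (*Alb*) and 3351 (*Hnf4a*) among the 16971 listed genes. The 3 fibroblast markers ranked between 350 (*Acta2*) and 3153 (*Thy1*). *Krt19* ranked 4287 and was the highest of the 4 biliary markers, the lowest being *Sctr* at 14210. *Sox9* ranked 10285. The day 0 mean of *Sctr* lay within 1.5-fold of the floor. The marker lists set before the data were examined had median day 0 levels of 144 normalized counts for 16 hepatocyte genes and 70.8 for 16 mesenchymal genes. For 12 macrophage genes the median was 1056, and for 6 erythroid genes it was 10955.

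**Figure D3:**
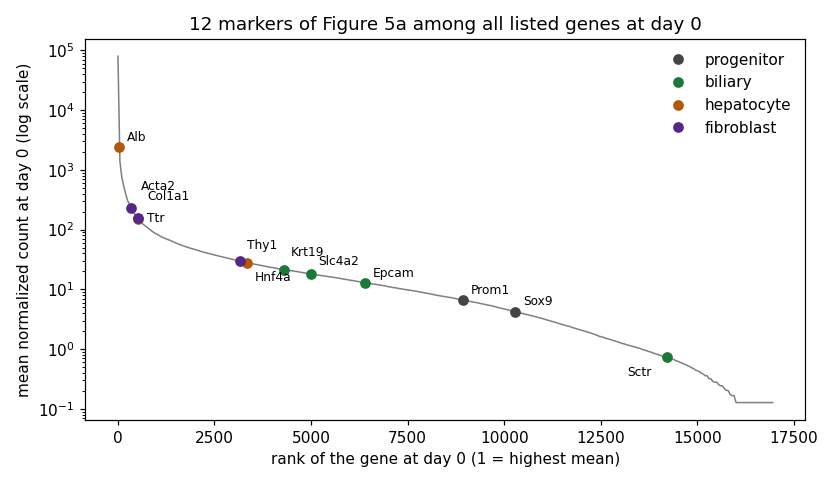
Mean normalized count of every listed gene at day 0 (log scale) against the rank of the gene (1 = highest mean), with 12 markers of Figure 5a as points coloured by class. *Alb* lies near the top of the curve, the biliary markers other than *Sctr* lie between ranks 4287 and 6391, and *Sctr* lies near its lower end.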

We recently reported that *Prom1* knockout mice develop less ductular reaction and fibrosis in the mouse Rhesus rotavirus‐mediated BA model (Zagory et al., 2019). To determine whether *Prom1*‐expressing HPCs play a role in biliary fibrosis, we ablated them using *Prom1^CreERT2‐nLacZ/+^;Rosa26^DTA/+^* mice. We observed less ductular reaction and biliary fibrosis in the DTA ablation of *Prom1*‐expressing cells after BDL. THY1(+) portal fibroblast expansion, which is histologically evident after BDL with upregulation of portal fibroblast mRNA markers, is also significantly reduced following *Prom1*‐expressing cell ablation. Given our RNA‐seq cell lineage data, *Prom1*‐expressing HPCs GFP(+) progeny do not appear to be the source of collagen production nor do they appear to differentiate into fibroblast‐like cells. Given these data collectively, we posit that Prom1(+) HPCs and their progeny may contribute to the activation of portal fibroblasts and, hence, biliary fibrosis. It has previously been reported that during early cholestatic liver fibrosis, type 1 Collagen is primarily produced via myofibroblasts derived from activated portal fibroblasts (Iwaisako et al., 2014). TGF‐β1 is known to induce myofibroblasts from portal fibroblasts and hepatic stellate cells in liver fibrosis (Lua et al., 2016). Integrin‐αvβ6 is expressed in ductular reactions (Peng et al., 2016). A unique function of this integrin dimer is that it binds to the latent form of TGF‐β1 and activates it on epithelial cells (Annes, Chen, Munger, & Rifkin, 2004). The expression of *Itgβ6*, which encodes one of the subunits consisting of Integrin αvβ6, is upregulated in the fibrotic liver after BDL. After ablation of Prom1(+) HPCs, its expression was not induced by BDL. We do not specifically observe a change in relative expression of *Itgβ6* within our GFP (+) HPC lineage population after BDL. However, we do observe a reduction in ductular reactions and expression of *Itgβ6* following ablation of Prom1‐expressing cells. We speculate based on our data that *Prom1*‐expressing HPCs play an important role likely via downstream cholangiocyte‐mediated activation of portal fibroblasts possibly through regulation of the TGF‐β1 pathway, contributing to the fibrogenesis of cholestatic liver injury. Further studies are necessary to more definitively define Prom1(+) HPCs influence on portal fibroblasts in the fibrogenesis of cholestatic liver disease.

Possible links between *Prom1* and portal fibroblast activation are identified within our RNA‐seq data. Evaluation of the most differently expressed genes after BDL revealed significant downregulation of several members of the SLRP family. The SLRP family is known to suppress the activity of TGF‐β signaling pathways (Costanza et al., 2017). Dcn inhibits TGF‐β activity at multiple locations along the pathway including high affinity binding to all TGF‐β isoforms, inhibition of phosphorylation of SMAD2, cytoplasmic sequestration of SMAD4, and decreased synthesis of TGF‐β1 and TGF‐β2 (Costanza et al., 2017). Several studies have demonstrated that endogenous Dcn inhibits TGF‐β1 activation and reduced fibrosis in mouse lung and diabetic nephropathy models, as well as Dcn‐deficient models aggravated liver and kidney fibrosis via increased TGF‐β activation (Baghy et al., 2011; Kolb et al., 2001; Merline et al., 2009; Williams et al., 2007). Bgn and Dcn reduce TGF‐β activity in the context of lung fibrosis (Kolb et al., 2001). Extracellular matrix Lum is an endogenous inhibitor of TGF‐β2 activity, as well as its downstream regulators, SMAD2, integrin β1, and FAK (Nikitovic et al., 2011). *Lum*‐null mice exhibit increased activation of HSCs (Krishnan et al., 2012). Aspn inhibits this pathway by direct binding of TGF‐β1 (Maris et al., 2015). Our RNA‐seq ingenuity pathway analysis data demonstrate strong downregulation of these SLRP‐related genes as well as upregulation of *Tgfbr1*, *Tgfbr2*, all consistent with TGF‐β signaling pathway activation. The SLRP family may be a potential link between Prom1(+) HPCs and the activation of portal fibroblasts in biliary fibrosis and will be an area of future study.

Interestingly, Prom1(+) progeny upregulates expression of *Mmp7*, which is a marker for BA ( Lertudomphonwanit et al., 2017). Recent studies using single cell analysis highlight essential role of YAP signaling in ductular reaction (Pepe‐Mooney et al., 2019; Planas‐Paz et al., 2019). 

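The authors' deposited table lists *Ctgf* and *Cyr61* under the symbols *Ccn2* and *Ccn1*, of which the RefSeq annotation of GRCm38 gives the older names as synonyms. *Ccn2* (chromosome 10, 24595442 to 24598683) had means of 31.1, 7.21 and 62.5 normalized counts at day 0, BDL day 3 and BDL day 14 in the authors' table. It ranked 3019 among the listed genes at day 0, 7861 at BDL day 3 and 1541 at BDL day 14. Its log2 ratio to day 0 was -2.11 at BDL day 3 (re-adjusted p of the authors 0.0987, and 0.0385 adjusted over the list alone) and 1.01 at BDL day 14 (0.509). The rise of *Ccn2* from BDL day 3 to BDL day 14 was called (log2 ratio 3.12, limits 1.54 and 4.69, re-adjusted p of the authors 0.0185). *Ccn1* (chromosome 3, 145646976 to 145649981) had means of 33.9, 19.8 and 4.12 in the authors' table and ranked 2791, 4610 and 9464. It was called lower at BDL day 14 than at day 0 (log2 ratio -3.04, limits -3.97 and -2.11, re-adjusted p of the authors 1.83e-04) and than at BDL day 3 (log2 ratio -2.27, re-adjusted p of the authors 0.00564).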

Interestingly, we failed to detect the expression of YAP target genes, such as *Ctgf* and *Cyr61*, in Prom1(+) cells by RNA‐seq analysis, implying their unique character and role in biliary fibrosis.

In summary, *Prom1*‐expressing HPCs give rise to cholangiocytes comprising ductular reactions during cholestatic injury following bile duct ligation within regions of developing fibrosis. Progeny derived from Prom1‐expressing HPCs expresses genes integral to TGF‐β pathway activation and loss of Prom1‐expressing HPCs is associated with decreased fibrosis. Focusing on the role Prom1 plays during liver fibrogenesis may provide insight into potential therapeutic interventions in patients with cholestatic liver injury.

## 5 GEO Accession number for RNA‐seq data

GSE144726 (reviewer access token: ejshosyonlkznif).

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

M.F., K.A., and K.W. involved in the conception and design of research; M.F., J.X., C.S., N.M., E.M., M.H., A.G., and C.L. performed experiments; M.F. and C.S. analyzed data; M.F., C.S., K.A., and K.W. interpreted the results of experiments; M.F., C.S., A.G., and K.W. prepared figures; M.F., C.S., K.A., and K.W. drafted manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

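GFP(+) cells were sorted by FACS from the livers of mice carrying the *Prom1* lineage label, before BDL (day 0) and on days 3 and 14 after it, and their mRNA was sequenced. The labels describe 12 libraries, 3 of day 0, 3 of BDL day 3 and 6 of BDL day 14. The labels call day 0 sham, and the paper describes it as before BDL. The paper leaves out 2 of the BDL day 14 libraries for too few reads, and neither the labels nor the paper's text names them.

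The authors trimmed the reads, aligned them to mm10 with STAR, counted them on the genes of GENCODE M18 and normalized the counts by the upper quartile method, all in Partek Flow. Their deposited table holds signal values (the authors' least squares mean of the normalized counts of each group, the mean over all libraries and the count of the highest library, which is not named). That library was placed in a group only where the sums of the other groups were too small to hold its count. It also holds the authors' p-value, FDR, ratio, log2 ratio, signed fold change and 95% limits for BDL day 3 against day 0, BDL day 14 against day 0 and BDL day 14 against BDL day 3. No raw counts were analysed here, and the table has 0 columns of values per library. The paper's text does not name the test behind the p-values of its RNA-seq comparison. Its statistics section names analysis of variance with Tukey's test and the Mann-Whitney test for the study as a whole.

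The deposited FDR was checked against a Benjamini-Hochberg adjustment of the authors' p-values over all 16971 genes, and the largest difference over the 3 comparisons was 0.00217. The p-values and the 95% limits of the authors did not always fall on the same side of their thresholds. At BDL day 3 against day 0, 445 genes had an authors' p under 0.05 and limits that included no change, and 612 genes had a larger p and limits that left it out. At BDL day 14 against day 0 these numbers were 549 and 399. The table has 21 symbols that look like dates and 4 listings with a repeated symbol, of which the first was used.

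Genes were kept where the normalized counts summed to at least 10 over the 10 libraries, after the paper's minimum of 10 reads. The authors' p-values were adjusted again over the genes kept, and a gene was called at an adjusted p of 0.05 or less with a fold change above 1.5 either way, which are the thresholds stated in the paper. The p-values are thus the authors', and only the filter, the adjustment and the calls were made anew. Group means at up to 4 times the lowest mean of their group were read as the floor. This rests on the assumption that the lowest mean is an offset worth about 1 read per library, which the spacing of the lowest values allows and does not settle. Depth per library is unknown, so no counting error could be given.

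The genes named in the text follow a rule set before the data were examined. They are every gene that the paper names for its RNA-seq data, the genes of the marker lists, and for each comparison against day 0 the 5 upregulated and 5 downregulated genes with the smallest adjusted p. The rule also asked that no library of one group overlap the other group, which could not be checked on group means. Beyond the rule, *Xist* and 4 Y-linked genes were chosen after their values were seen. The 31 genes named in the paper's text were also adjusted over the list alone. *Ctgf* and *Cyr61* were found as *Ccn2* and *Ccn1* through RefSeq synonyms.

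The 13 marker lists were hepatocyte, cholangiocyte, mesenchymal, macrophage, Kupffer cell, recruited macrophage, sinusoidal endothelial, T and NK cell, B cell, neutrophil, dendritic cell, erythroid and proliferation. For each list, the median log2 ratio of its tested genes was set against 10000 random lists of genes drawn from the 200 tested genes nearest to each member in mean. This comparison takes genes as independent, which the genes of a cell type are not, so it describes the list and is not a test between animals. The planned set tests of the limma package need values per library and were not run.

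The shared day 0 libraries were weighed with 100 simulations of unchanged BDL groups. The steps were tested on simulated data with 200 changed genes among 12891, of which 199 (99.5%) were recovered with 9 false calls. Each change was set to a large multiple of its standard error, which the test took as known, so a high recovery was fixed in advance. The simulation checks the steps and does not measure the sensitivity of the authors' p-values, which it did not use. In 200 lists of unchanged genes, 6.50% of the medians lay outside the central 95% of random lists.

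The alternatives tried were no filter, a mean of at least 10, no minimum on the fold change, a pseudocount of 1 or 0.1 on the means, median-ratio scaling and quantile normalization of the group means, an adjusted p of 0.01, the authors' unadjusted p, p-values computed from the authors' 95% limits (also with median-ratio scaling), the lists without the genes of Table 1 and the lists without the highest day 0 library of each gene. The mean of at least 10, the adjusted p of 0.01, the unadjusted p, the p-values from the limits and the lists without the highest day 0 library of each gene were chosen after seeing the data. The adjustment over the list alone was set in advance, on genes that the study chose from the same libraries. The analyses that need values per library were left out. These are principal components, clustering, the distance between replicates, exact permutation tests, fits with a library left out and other splits of the libraries.

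Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.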

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

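The tests of unequal changes within a list, of the scaling between libraries and of red blood cell RNA were chosen only after the result was seen. The authors' table gives group means, so libraries were not compared within their group, and no gap among the 4 BDL day 14 libraries was measured.

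Macrophage genes, which the paper does not discuss, were among the most abundant in the sorted cells. The median day 0 mean of the 12 genes of the macrophage list was 1056 normalized counts, with *C1qb* at 3030 and *Lyz2* at 2280, while the cholangiocyte list had a median of 9.66. The list made up 1.68% of the summed signal at day 0, 3.40% at BDL day 3 and 3.64% at BDL day 14. The smallest ratio of any of 6 general macrophage genes to the median of the cholangiocyte list over the 3 groups was 26.1, and it was 11.7 against the highest gene of that list. None of the list's genes is in another list or in Table 1. By these ratios alone, macrophage RNA in the sorted GFP(+) cells and expression of these genes by the *Prom1* lineage itself cannot be told apart, because both allow them. Other lists also had day 0 medians above that of the cholangiocyte list, with 702 for Kupffer cell, 112 for sinusoidal endothelial and 35.1 for B cell genes. The dendritic cell (5.15) and proliferation lists (8.40) did not. Genes of this many cell types argue against biliary cells as the only source of the sequenced RNA. Whether macrophages carried GFP, were sorted without it or shed free RNA stays open as well, since no table here separates these.

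Erythroid genes had the highest level of all lists at day 0, with a median of 10955 normalized counts over 6 genes, and the paper does not discuss them. The highest was *Hbb-bs* at 29700. They made up 8.08% of the summed signal at day 0, 0.916% at BDL day 3 and 0.609% at BDL day 14. If there was red blood cell RNA carried into the sorted cells, all genes of the list, *Alas2* as well as the globins, should be present at day 0 and fall together. All 6 fell at both time points, and no gene had limits that left out the list's median. This is consistent with more red blood cell RNA in the day 0 libraries, where the authors' methods used a lysis buffer to remove these cells. The cause of the difference in carry-over, handling or the injury, was not tested.

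The mesenchymal list changed differently at the 2 BDL time points. It lay below day 0 at both, but its median log2 ratio of BDL day 14 to BDL day 3 was 2.09, with 11 of 16 genes higher and 9 called in the authors' comparison of the BDL groups. If fewer mesenchymal cells were sorted after BDL, stellate cell genes should fall together with those of activated fibroblasts. The 4 stellate cell genes *Lrat*, *Reln*, *Des* and *Pdgfrb* fell with medians of -3.65 and -3.96 against day 0, and all 16 genes of the list were below day 0 at both time points, which is consistent with a loss of mesenchymal cells from the sorted fraction. Against day 0 the falls within the list were no more unequal than chance allows at BDL day 14. At BDL day 3 the count depends on how genes at the floor are treated. In 14 genes a fall as large as the list's median would end above the floor at BDL day 3. With genes at the floor set to their bound, the limits of 2 of them left that median out (*Thy1* above it, *Dpt* below it), where chance gives up to 2. With the authors' limits as they stand, *Lum* (limits -10.49 and -7.08) left out the median of -5.11 as well, so BDL day 3 does not settle the point. At BDL day 14 the limits of 2 of 16 genes left out the list's median. Between the BDL time points the limits of 7 of 16 genes left out the list's median (*Thy1*, *Reln*, *Lrat*, *Pdgfra* and *Des* below it, *Lum* and *Dpt* above it), and of 4 among the 13 genes with no mean at the floor. A change of the share of all mesenchymal cells in the sorted cells therefore does not account for the difference between the BDL time points by itself. A shift between kinds of mesenchymal cells, or of expression with time after BDL, stays open and was not tested. Of the 16 genes, 7 are in Table 1.

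Kupffer cell genes fell between the BDL time points, with a median log2 ratio of -4.22 and all 8 genes called lower in the authors' comparison. Against day 0 their median was 1.04 at BDL day 3 and -2.79 at BDL day 14, where genes of recruited macrophages had a median of 3.62. A change of the share of all macrophages should move both lists the same way. At BDL day 14 they lay 6.41 apart, with 8 of 8 Kupffer cell genes lower and 8 of 10 recruited genes higher, the exceptions being *Ly6c2* and *Plac8*. A smaller or larger share of all macrophages therefore does not account for the pattern. The authors' scaling does not account for it either, since under quantile normalization, which moves genes by different amounts, the lists lay 6.63 apart. Without the genes of Table 1, which holds 3 of the Kupffer cell list and 5 of the recruited list, the medians were -1.93 and 1.54. Within the Kupffer cell list, the limits of 5 of 8 genes left out the list's median between the BDL time points (*Clec4f*, *Timd4* and *Cd209f* below it, *Vsig4* and *Slc40a1* above it), where chance gives up to 2, so a change of the share of Kupffer cells in the sorted cells does not by itself account for the unequal falls. Replacement of Kupffer cells by recruited macrophages in the sorted fraction, and a change of expression within the same cells, stay open as biological explanations with time after BDL, and neither was tested.

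Sinusoidal endothelial genes were lower than day 0 at BDL day 3 (median log2 ratio -1.85) and not at BDL day 14 (0.49). The difference between the BDL time points was 2.48, with all 10 genes higher at BDL day 14 and 7 called in the authors' comparison. The other scalings moved the median of all genes between these groups by 0.008 and -0.032. The limits of 3 of the 10 genes left out the list's median (*Stab2* and *Pecam1* below it, *Fcgr2b* above it), where chance gives up to 2, so a change of the share of endothelial cells in the sorted cells does not by itself account for these genes. A change of their expression with time after BDL, and RNA of these genes from other cells, stay open and were not tested.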

How the results depend on the processing

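The adjusted p of 0.01, the unadjusted p, the mean of at least 10, the p-values from the authors' 95% limits and the lists without the highest day 0 library of each gene were chosen after seeing the data. All other alternatives were set before the data were examined.

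Under the alternatives set in advance that could be run, the number of differentially expressed genes stayed between 1132 and 1184 for BDL day 3 against day 0, between 2081 and 2213 for BDL day 14 against day 0, between 1020 and 1099 for BDL day 14 against BDL day 3, and between 598 and 607 for the genes shared by both comparisons against day 0. The scaling, pseudocount and fold change alternatives recompute only the fold change and keep the authors' p-values, so these ranges say little about how stable the counts are. The adjusted p threshold changed the counts more. At an adjusted p of 0.01 there were 404, 971 and 483 genes in the 3 comparisons and 186 shared genes. With the authors' unadjusted p there were 3122, 3734, 2597 and 1730. With genes of a mean of at least 10 only, the lower calls made up 41.7% of 893 genes at BDL day 3 and 46.6% of 1475 genes at BDL day 14, against 59.7% and 60.2% before. Most libraries in this mean are from BDL mice, so this filter drops a gene that falls more readily than one that rises. With p-values from the authors' 95% limits the counts were 1407, 2073, 1222 and 681, and with median-ratio scaling as well they were 1419, 2128, 1233 and 702.

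For the genes named in the paper, all 342 values under alternatives set in advance kept their direction, with the adjustment over the list alone not counted among them. They kept their side of the threshold as well, which says little, because most of these alternatives keep the authors' p-values and the same genes. At an adjusted p of 0.01, 5 calls at BDL day 14 were lost (*Acta2*, *Col1a1*, *Lum*, *Tgfbr2* and *Notch2*). With the unadjusted p, 10 values passed the threshold that had not. With the p-values from the authors' limits, 1 call was lost (*Col1a1* at BDL day 14) and 3 were gained at BDL day 3 (*Thy1*, *Aspn* and *Tgfbr1*).

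Of the marker lists, 2 changed direction under alternatives set in advance. Without the genes of Table 1 the recruited macrophage list had a median log2 ratio of -0.07 at BDL day 3, against 0.71 with them, and under quantile normalization the dendritic cell list had 0.18 at BDL day 14, against -0.34. Quantile normalization moves the median of all tested genes by 0.176 at BDL day 3 and 0.123 at BDL day 14, which is less than the second change, and median-ratio scaling moves it by 0.024 and 0.032. The cause of the rest of that change was not tested. Without the genes of Table 1, which the study picked for their size of change in these libraries, the mesenchymal list had -3.92 at BDL day 3, the Kupffer cell list -1.93 and the recruited macrophage list 1.54 at BDL day 14. With genes of a mean of at least 10 only, the cholangiocyte list had -0.51 at BDL day 3 and the B cell list -2.32 at BDL day 14, from fewer genes. With the highest day 0 library of each gene left out, which can be another library for each gene, the dendritic cell list had 0.07 at BDL day 14, and the other lists that hold a gene with its highest library at day 0 kept their direction. The macrophage, Kupffer cell, sinusoidal endothelial and proliferation lists hold no such gene. In all, 185 of the 190 list, count and Table 1 values under alternatives set in advance kept their direction and moved by less than their error or, for counts, stayed within 1.5 times the value reported.

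Other alternatives set in advance could not be run on group means. These are fits with a library left out, fits of only the 2 groups compared, all 6 BDL day 14 libraries in place of 4, other variants of the test, a minimum of 10 in at least 3 libraries, and every alternative for the distance between replicates and for the nearest library, with all genes or with the most variable ones. No paired analysis was possible because each mouse gave 1 library and the labels pair none. The unknown depth per library limits the values of genes near the floor, *Sctr* and *Itgb6* among them, and the folds of such genes are bounds.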

Differences from the paper's values

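An adjusted p of 0.01, a mean of at least 10, the unadjusted p and p-values from the authors' 95% limits were settings chosen after seeing the values. Adjustment over the list alone was set in advance, but the study chose the list on the same libraries, so it is not independent evidence.

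Between BDL day 3 and day 0, 1184 genes were called here against the paper's 407, 477 upregulated against the paper's 105 and 707 downregulated against the paper's 302. None of the alternatives set before the data were examined that could be run closed these gaps. At an adjusted p of 0.01, chosen after seeing the values, the counts were 404, 139 and 265, within 1.5 times the paper's. With genes of a mean of at least 10, also chosen after seeing the values, 372 were downregulated, within 1.5 times the paper's 302, while the total and the upregulated genes stayed apart from the paper's counts. The authors' own deposited FDR, at the paper's thresholds and over all listed genes, gives 1132 genes, 415 upregulated and 717 downregulated.

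Between BDL day 14 and day 0, 2084 genes were called against the paper's 1352, and 830 upregulated against the paper's 394. None of the alternatives set before the data were examined closed these gaps. A mean of at least 10 gave 1475 genes and an adjusted p of 0.01 gave 971 genes with 364 upregulated, all within 1.5 times the paper's values and both chosen after seeing the values. With a mean of at least 10, 788 genes were upregulated, still apart from the paper's 394. At an adjusted p of 0.01 the downregulated genes moved away from the paper's 958, from 1254, which is within 1.5 times, to 607, which is not. The authors' deposited FDR gives 2213 genes at the paper's thresholds.

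Genes called in both comparisons numbered 607 against the paper's 185. None of the alternatives set before the data were examined closed the gap, and an adjusted p of 0.01, chosen after seeing the values, gave 186.

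The fold change of *Col3a1* at BDL day 3 was -94.4 from the authors' deposited means against the paper's -15.89 in Table 1. It was -77.3 with a pseudocount of 1, -92.4 with 0.1, -92.9 under median-ratio scaling and -95.4 under quantile normalization, and none of the alternatives closed the gap. The authors' own deposited fold change for *Col3a1* is -94.6, so the gap lies between Table 1 and the deposited value. Table 1 also prints -15.89 for *Col14a1*, whose deposited fold change is -15.9. All 75 entries of Table 1 that were found had the paper's direction. Of these, 68 lay within 1.5 times the paper's fold change, and 6 are bounds below it, which cannot show how near the fold changes are.

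The paper states that *Prom1* fell significantly after BDL, and Figure 5a marks both time points. Here its re-adjusted p from the authors' p-values was 0.0532 at BDL day 3 and 0.119 at BDL day 14. The authors' unadjusted p, chosen after seeing the values, calls it at both time points. Adjustment over the list alone, set in advance, calls it at BDL day 3 (0.0175).

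The paper describes *Epcam* as lower at day 3 and recovered by d7. No group of that day was sequenced, the fall had a re-adjusted p from the authors' p-values of 0.116, and the rise from BDL day 3 to BDL day 14 one of 0.451. The unadjusted p, chosen after seeing the values, and the adjustment over the list alone, set in advance, call the fall, and neither calls the rise.

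The paper describes *Thy1* as lower after BDL and Figure 5a marks it at BDL day 3, where its re-adjusted p from the authors' p-values was 0.0594. Unadjusted p and p from the limits, both chosen after seeing the values, call it, and so does adjustment over the list alone, set in advance. *Aspn* is named among the most downregulated genes, and *Bgn* is marked at BDL day 14 in Figure 5b. The re-adjusted p-values from the authors' comparison were 0.155 for *Aspn* at BDL day 3, 0.515 at BDL day 14 and 0.0794 for *Bgn* at BDL day 14. Settings chosen after seeing the values call *Aspn* at BDL day 3 (unadjusted p and p from the limits) and *Bgn* at BDL day 14 (unadjusted p). Adjustment over the list alone, set in advance, calls *Bgn* at BDL day 14 as well. Figure 5b also marks *Tgfbr1* (0.0623) and *Mmp7* (0.137) at BDL day 3. Unadjusted p calls both and p from the limits calls *Tgfbr1*, both settings chosen after seeing the values. Adjustment over the list alone, set in advance, also calls *Tgfbr1*.

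The discussion describes *Tgfb1* as upregulated. Its re-adjusted p from the authors' p-values was 0.330 at BDL day 3 and 0.592 at BDL day 14, and no setting that was run calls it.

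The paper states that *Ctgf* and *Cyr61* were not detected. Under their current symbols *Ccn2* and *Ccn1* the authors' deposited table gives them means of 31.1 and 33.9 normalized counts at day 0, at ranks 3019 and 2791 of 16971 genes.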

Other observations

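The tests of the offset, of the sex of the mice, of the number of hepatocyte genes that fell and of unequal falls among them were chosen only after the result was seen. Other splits of the libraries could not be counted, since the authors' table holds only group means, so no count of called genes was set against chance splits.

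All 13 marker lists were set against day 0 at both time points. Their median log2 ratios at BDL day 3 and BDL day 14 were -1.85 and -3.00 for hepatocyte, -1.50 and -1.26 for cholangiocyte, -5.11 and -3.25 for mesenchymal, 0.83 and 0.20 for macrophage, 1.04 and -2.79 for Kupffer cell, 0.71 and 3.62 for recruited macrophage, and -1.85 and 0.49 for sinusoidal endothelial genes. They were -1.99 and -4.01 for T and NK cell, -2.29 and -3.73 for B cell, -0.62 and -1.92 for neutrophil, -1.88 and -0.34 for dendritic cell, -3.33 and -4.11 for erythroid, and 0.05 and 0.15 for proliferation genes. Genes at the floor were set to their bound, which moved only the median of the dendritic cell list at BDL day 3. In T and NK cell and B cell genes, the highest library lay at day 0 for 9 of 10 and 7 of 8 genes. With it left out gene by gene, the medians were -1.27 and -3.26 for T and NK cell genes and -1.65 and -2.91 for B cell genes. Of the 26 medians with all libraries, 18 lay outside the central 95% of random lists, where chance gives 5%. No gene is in more than 1 list. Table 1 holds 2 genes of the hepatocyte list.

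Hepatocyte genes fell after BDL. If less hepatocyte RNA was carried into the sorted cells, nearly all abundant hepatocyte genes should fall together and by similar amounts. Of the 16 genes, 15 fell at both time points, which is consistent with less hepatocyte RNA. The amounts differed by more than their limits allow. At BDL day 3 the limits of 3 of 16 genes left out the list's median (*Apoa1* and *Trf* above it, *Fabp1* below it), where chance gives up to 2. At BDL day 14 this held for 4 of 16 genes, *Apoa1* and *Trf* above it, and *Fabp1* and *Mup3* below it by their bounds of at least 770-fold and 288-fold. With a fall as large as the list's median, these last genes would have had means of 23.5 and 8.78 normalized counts at BDL day 14, and both were at the floor. A library with 162 normalized counts held 76.9% of the day 0 signal of *Mup3*. Without that library its day 0 mean was 24.3 instead of 70.2, so its bound and its expected mean would be smaller. Without *Fabp1* and *Mup3* the count was 2. A smaller share of hepatocyte RNA thus does not by itself account for these genes, if each of them came from hepatocytes alone. *Trf*, with a day 0 mean of 804 normalized counts, did not fall. Lower expression of hepatocyte genes with time after BDL, as the paper describes it for the lineage, and RNA of some of these genes from other cells stay open. Neither was tested apart from the carry-over.

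More genes were called lower than higher. By the geometric mean of the groups compared, the excess lay among genes under 10 normalized counts, but a fall itself lowers that mean. By the day 0 mean, 248 genes were lower and 60 higher under 10 at BDL day 3, against 459 and 417 from 10 up. At BDL day 14 these numbers were 395 and 230 under 10, and 859 and 600 from 10 up. By that measure most of the excess at BDL day 3 lay under 10, and from 10 up the calls were close to even (52.4% lower). At BDL day 14 the excess was not confined to genes with low means. An offset added before scaling, worth more at day 0, lowers the log2 ratio of an undetected gene to that of the lowest means, which is -0.81 at BDL day 3 and -1.07 at BDL day 14. With the day 0 offset in both groups, the 95% limits of 705 lower calls stayed below 0 and those of 474 higher calls above 0 at BDL day 3, and at BDL day 14 these were 1240 and 817. The offset therefore does not account for the excess. Median log2 ratios were below 0 at both time points for hepatocyte, mesenchymal, T and NK cell, B cell, neutrophil and erythroid genes. The same held for cholangiocyte and dendritic cell genes. For macrophage, recruited macrophage and proliferation genes they were above 0 at both. More RNA of the former cell types at day 0 could thus add to the excess, and its part in the lower calls was not measured. Whether day 0 libraries were sequenced to another depth could not be measured on group means.

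The groups differ in the number of male mice, which the paper gives as 1 of 3 at day 0, 2 of 3 at BDL day 3 and 3 of 4 at BDL day 14. *Xist* had log2 ratios to day 0 of -1.83 and -2.33. A library with 299 normalized counts held 69.7% of its day 0 signal, and without it the ratios were -0.69 and -1.20. The 4 Y-linked genes had medians of 0.82 and 1.00. All 10 ratios of these 5 genes held the ratio expected from the numbers of mice within the authors' 95% limits and had its direction, and all of them held no change as well. For these genes an effect of the number of males and no difference cannot be told apart, because the limits hold both. The table gives neither sex nor values per library, so sex was not tested for any other gene.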
